# Regulation of the *Drosophila Enhancer of split* and *invected-engrailed* Gene Complexes by Sister Chromatid Cohesion Proteins

**DOI:** 10.1371/journal.pone.0006202

**Published:** 2009-07-09

**Authors:** Cheri A. Schaaf, Ziva Misulovin, Gurmukh Sahota, Akbar M. Siddiqui, Yuri B. Schwartz, Tatyana G. Kahn, Vincenzo Pirrotta, Maria Gause, Dale Dorsett

## Abstract

The cohesin protein complex was first recognized for holding sister chromatids together and ensuring proper chromosome segregation. Cohesin also regulates gene expression, but the mechanisms are unknown. Cohesin associates preferentially with active genes, and is generally absent from regions in which histone H3 is methylated by the Enhancer of zeste [E(z)] Polycomb group silencing protein. Here we show that transcription is hypersensitive to cohesin levels in two exceptional cases where cohesin and the E(z)-mediated histone methylation simultaneously coat the entire *Enhancer of split* and *invected-engrailed* gene complexes in cells derived from *Drosophila* central nervous system. These gene complexes are modestly transcribed, and produce seven of the twelve transcripts that increase the most with cohesin knockdown genome-wide. Cohesin mutations alter eye development in the same manner as increased *Enhancer of split* activity, suggesting that similar regulation occurs in vivo. We propose that cohesin helps restrain transcription of these gene complexes, and that deregulation of similarly cohesin-hypersensitive genes may underlie developmental deficits in Cornelia de Lange syndrome.

## Introduction

The cohesin protein complex holds sister chromatids together, ensuring their proper segregation upon cell division [1]–[3]. Cohesin has a ring-like structure that encircles DNA [4], [5], formed by the Smc1, Smc3, Rad21 and Stromalin (SA) proteins. In most organisms, cohesin binds chromosomes throughout interphase, and several findings indicate that it regulates gene expression. The *Drosophila* Nipped-B protein that loads cohesin onto chromosomes facilitates activation of the *cut* and *Ultrabithorax* homeobox genes, and cohesin inhibits *cut* expression [6]–[9]. *Drosophila* cohesin facilitates expression of a steroid hormone receptor and axon pruning in non-dividing neurons [10], [11], and the Rad21 cohesin subunit encoded by *verthandi* (*vtd*), was identified genetically by its opposing effect to Polycomb group (PcG) silencing of homeotic genes [12], [13]. Rad21 also facilitates expression of zebrafish Runx genes in a cell-type specific manner [14].

To understand how Nipped-B and cohesin regulate gene expression, their binding was mapped in the genomes of *Drosophila* cultured cells, revealing that they co-localize genome-wide [15]. Cohesin was also mapped in the human genome [16], and in 3% of the mouse genome [17]. All three studies show that cohesin binds many genes, and that binding is particularly enriched around transcription start sites.

In mammals, cohesin co-localizes extensively with the CCCTC-binding factor (CTCF) that functions as a transcriptional insulator, and cohesin contributes to insulation [16], [17]. CTCF is thought to function by forming long-range chromosome loops, and cohesin and CTCF support transcription-dependent loops in the human apoliporotein gene cluster [18] and a developmentally-regulated loop at the *IFNG* cytokine locus in mammalian T cells [19].

There are also links between insulators and cohesin in *Drosophila*. A 75 kb domain of cohesin that covers the active *Abd-B* gene in the bithorax complex is flanked by a CTCF site near the 5′ end of *Abd-B*, and the Fab-7 insulator downstream of *Abd-B* [15], [20], suggesting that insulators define some cohesin domains. On the basis of genetic evidence it was suggested that cohesin blocks enhancer-promoter interactions in *cut*, and that Nipped-B counters this insulation by controlling cohesin binding [8]. Most recently, genome-wide mapping revealed that the *Drosophila* CP190 insulator protein co-localizes extensively with cohesin [21].

Many differences in cohesin binding between different *Drosophila* cell lines correlate with differences in transcription, with cohesin binding a gene only in those cells in which the gene is active [15]. Cohesin extensively overlaps RNA polymerase II (PolII) genome-wide, but is almost always absent from regions in which the E(z) protein of the PRC2 PcG silencing protein methylates histone H3 on the lysine 27 residue (H3K27Me3).

There are rare cases where cohesin overlaps H3K27Me3 over large regions in ML-DmBG3 (BG3) cells [22] derived from *Drosophila* central nervous system. One of these is the *Enhancer of split* complex [E(spl)-C] that contains twelve genes, including seven basic helix-loop-helix (bHLH) genes that repress neural fate [23]. Another is the *invected-engrailed* complex with two homeobox genes expressed in posterior developmental compartments [24]–[26]. The unusual pattern prompted us to determine if cohesin regulates these gene complexes. We find that genes in these complexes are expressed at modest levels, and that in sharp contrast to most cohesin-binding genes, reducing Nipped-B or cohesin levels dramatically increases their transcription.

## Results

Cohesin and RNA polymerase II (PolII) binding overlap extensively genome-wide, while cohesin shows a negative correlation with the H3K27Me3 mark made by the PRC2 PcG silencing complex [15]. PcG target genes such as *Abd-B* or *cut* bind little or no cohesin in cells in which they are silenced, but bind cohesin over large regions of 75 and 150 kb in cells in which they are transcribed [15].

While comparing the cohesin and H3K27Me3 patterns, we noted eight unusual regions of extensive overlap ranging in length from 4.8 to 80.9 kb in the genome of BG3 cells derived from central nervous system, and only two such regions in Sg4 cells of embryonic origin (Table S1). Strikingly, two of the BG3-specific overlaps align perfectly with developmentally-important gene complexes. Figure 1 shows the association of cohesin, RNA polymerase II (PolII), and H3K27Me3 with the *Enhancer of split* and *invected-engrailed* complexes in BG3 and Sg4 cells. In BG3 cells, the 50 kb length of the E(spl)-C binds cohesin and has extended regions of H3K27Me3. Six genes (*HLHmδ*, *HLHmβ*, *mα*, *HLHm3*, *HLHm7*) bind PolII. By contrast, in Sg4 cells, only three E(spl)-C genes bind cohesin (*HLHmβ*, *HLHm3*, *m6*), six bind PolII (*HLHmδ*, *HLHmβ*, *m2*, *HLHm3*, *m6*, *HLHm7*), and there is no H3K27Me3. Similar to the E(spl)-C, the *invected-engrailed* complex is also coated by cohesin, and has extensive H3K27Me3 in BG3 cells (Figure 1). The cohesin domain extends from upstream of the *invected* transcription start site to a region upstream of *engrailed* that contains a Polycomb Response Element (PRE) and sequences required for interactions with transcriptional enhancers [27]. The H3K27Me3 region also starts upstream of *invected*, but extends 50 kb past the PRE, over a region that regulates *engrailed* [28]. In Sg4 cells, H3K27Me3 also coats the *invected-engrailed* complex and the regulatory region, but there is no PolII and little cohesin, as is typical for PcG-targeted genes [15].

**Figure 1:**
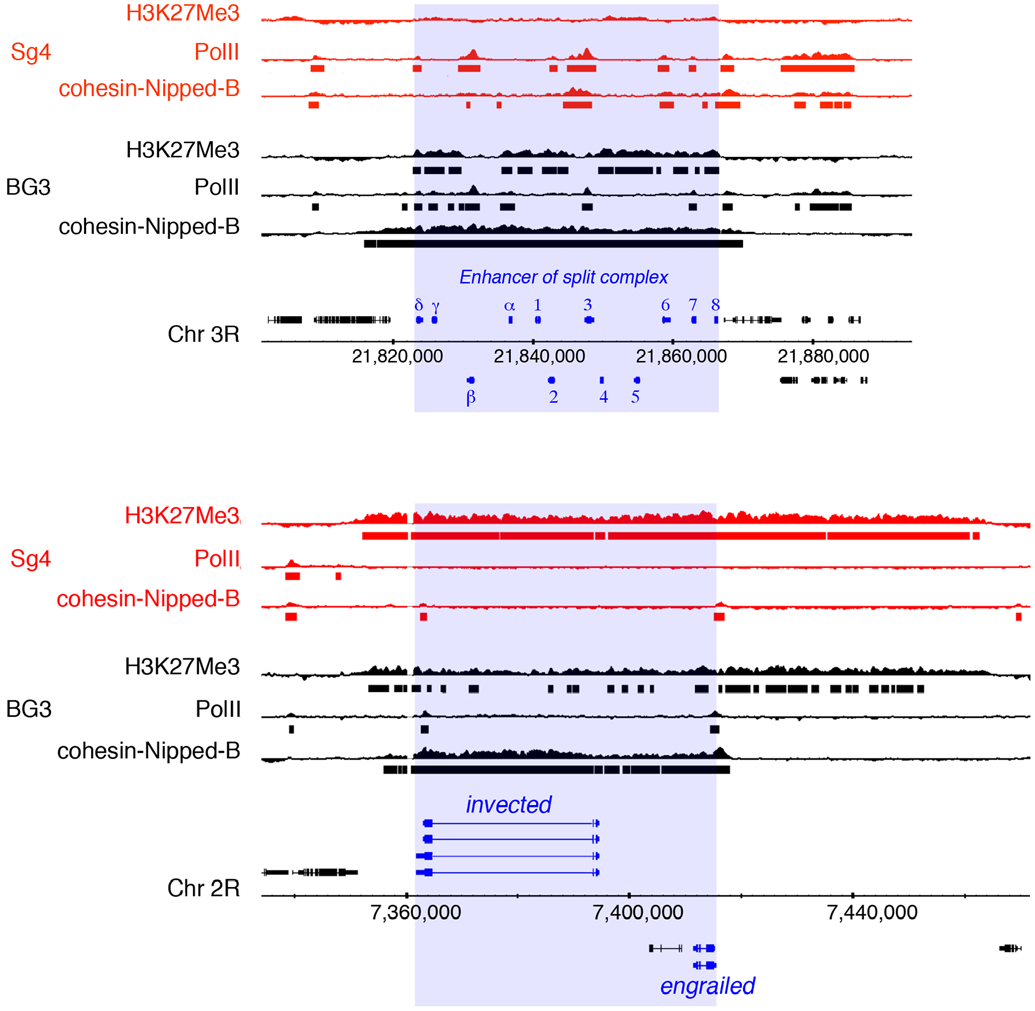
*Enhancer of split* and *invected-engrailed* gene complexes. The *Enhancer of split* complex [E(spl)-C] (top) contains twelve genes (blue): *HLHmδ*, *HLHmγ*, *HLHmβ*, *mα*, *m1*, *m2*, *HLHm3*, *m4*, *HLHm5*, *m6*, *HLHm7*, and *E(spl)m8*. Nucleotide numbering is from the April 2006 genome (Berkeley Drosophila Genome Project). Genes above the scale are transcribed from left to right, and those below from right to left. Tracks above the gene diagrams show chromatin immunoprecipitation data for histone H3 lysine 27 trimethylation (H3K27Me3), RNA polymerase II (PolII) and combined cohesin and Nipped-B binding (cohesin-Nipped-B) for Sg4 (red) and BG3 cells (black) [15,56, Y.B. Schwartz, T.G. Kahn, P. Stenberg, K. Ohno, R. Bourgon, and V. Pirrotta, submitted). Bars below each track show regions that bind at p≤10^−3^, as determined using the MAT program. The bottom shows the same for the *invected-engrailed* complex.

### Cohesin Regulates the E(spl)-C and *invected-engrailed* Complex in BG3 Cells

The unusual cell-type specific overlap of cohesin and H3K27Me3 that covers the E(spl)-C and *invected-engrailed* raised the possibility that cohesin might regulate their expression. Genome-wide, 480 genes have H3K27Me3 (p≤10^−3^) in their transcribed regions in BG3 cells, and only 64 (13%) of these bind PolII, including the genes in the E(spl)-C and the *invected-engrailed* complex. Although PcG proteins bind PREs of some target genes in both the inactive and active states, for the genes examined, H3K27Me3 covers the transcribed region only when they are silent [29]–[32]. We measured transcripts to compare expression of the E(spl)-C and *invected-engrailed* complex in BG3 and Sg4 cells. Consistent with the binding of PolII, seven E(spl)-C genes (*HLHmδ*, *HLHmγ*, *HLHmβ*, *mα*, *m2*, *HLHm3*, *HLHm7*), *invected*, and *engrailed* are transcribed in BG3 cells (Figure 2A). An overlapping set of six E(spl)-C genes (*HLHmδ*, *HLHmβ*, *mα*, *m2*, *HLHm3*, *m6*) are expressed in Sg4 cells at levels similar to those seen in BG3 cells (Figure 2A), but *invected* and *engrailed* are essentially silent. Thus at the *invected-engrailed* complex, which is coated by H3K27Me3 in both cell types, the presence of Nipped-B and cohesin correlates with expression, suggesting that cohesin prevents complete silencing, and/or that incomplete silencing promotes cohesin binding.

**Figure 2:**
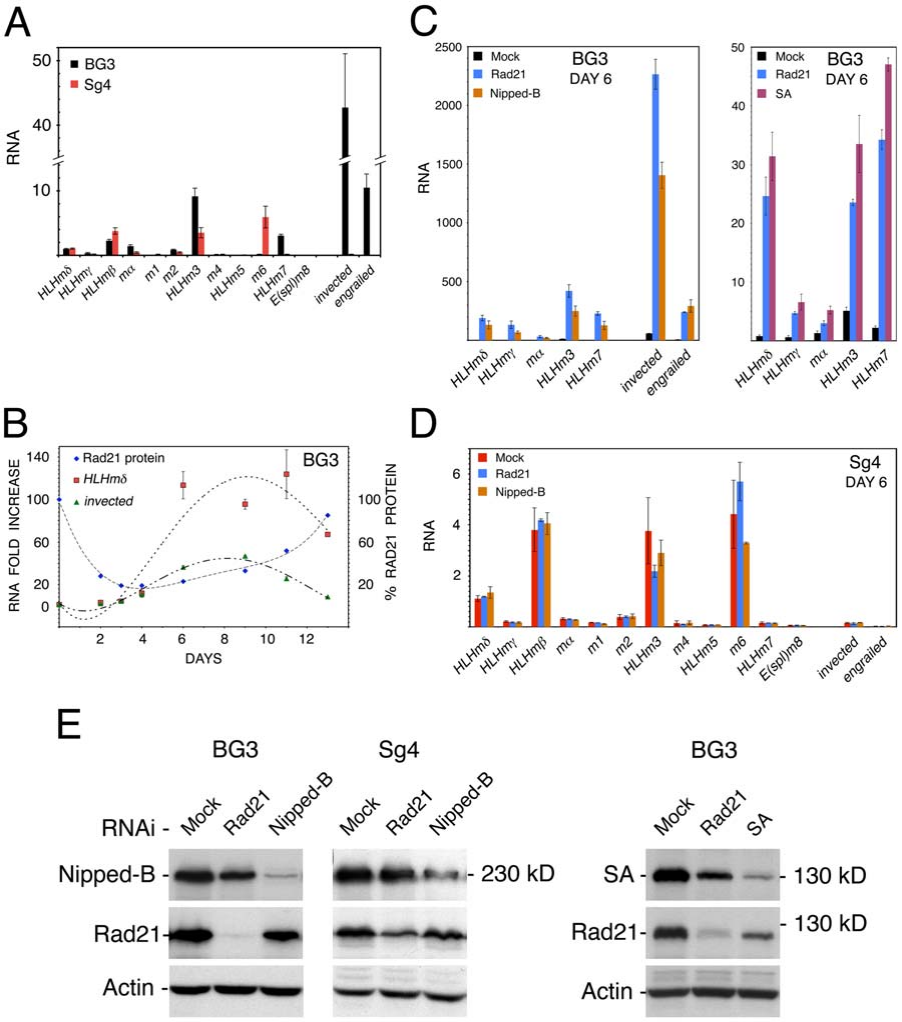
Regulation of the E(spl)-C and *invected-engrailed* complex by cohesin and Nipped-B. (A) Transcripts for the E(spl)-C and *invected-engrailed* complex in BG3 (black) and Sg4 (red) cells quantified by RT-PCR and normalized to *RpL32*. The *HLHmδ* level in BG3 cells is defined as 1 unit, and all transcripts are normalized to this value. By comparison to genomic DNA standards, *HLHmδ* transcripts in BG3 cells are 8,400-fold less than *RpL32* transcripts. BG3 values are the average of three RNA preparations, and Sg4 values are the average of two. Standard errors were calculated using all RT-PCR replicates from all biological replicates. (B) Rad21 RNAi time course, for Rad21 protein (blue diamonds, 100% starting), and fold-increases for the *HLHmδ* (red squares) and *invected* (green triangles) transcripts. Similar time courses are seen for *engrailed* and other E(spl)-C transcripts (not shown). Nipped-B knockdown shows similar time courses in Nipped-B protein and E(spl)-C and *invected-engrailed* transcripts (not shown), except that some E(spl)-C transcripts decrease on day 3 (Figure 3). (C) The left panel shows transcript levels in a typical experiment with mock RNAi-treated BG3 cells (black) and BG3 cells six days after Rad21 (blue) or Nipped-B (orange) RNAi treatment. The right panel shows transcript levels in another experiment with mock-treated BG3 cells (black), and BG3 cells treated with Rad21 (blue) or SA (purple) RNAi six days after treatment. (D) E(spl)-C and *invected-engrailed* transcript levels in mock-RNAi treated Sg4 cells (red), or Sg4 cells after two successive 3 day Rad21 (blue) or Nipped-B (orange) RNAi treatments. (E) Western blots of whole cell extracts after RNAi treatment. The three left panels show the same blot of BG3 extracts six days after RNAi probed with Nipped-B, Rad21 and Actin antisera. RNAi treatments are indicated at the tops of the lanes. The middle three panels show a blot of Sg4 extracts after two successive 3 day RNAi treatments. The right panels show a blot of BG3 extracts probed with SA, Rad21 and Actin antibodies six days after RNAi.

We used RNAi to knock down Nipped-B and cohesin to see if this alters expression of the *Enhancer of split* and *invected-engrailed* complexes. Knockdown of Nipped-B had little effect on cohesin levels, while Rad21 knockdown slightly reduced SA as previously noted [33], and SA RNAi reduced Rad21 (Figure 2E). SA and Rad21 interact, making it likely that they stabilize each other. In several experiments with BG3 cells, knockdown of Nipped-B, Rad21 or SA was maximal within two days, and on the order of 80% for several days (Figure 2B,E). Knockdown in Sg4 cells was maximally 60% after two successive treatments.

We saw large increases in E(spl)-C, *invected* and *engrailed* transcripts in BG3 cells six days after Rad21, Nipped-B or SA RNAi in all of several experiments (Figure 2B,C). The increases varied somewhat between experiments. In Figure 2C, the *HLHmδ* transcripts increase 130-fold by day 6 in one experiment, and 25-fold in another with Rad21 RNAi, representing some of the largest and smallest increases observed in the nearly forty independent Rad21 RNAi experiments that were performed. Within each experiment using the same cell passage, however, effects were similar between Rad21 and Nipped-B knockdown, or between Rad21 and SA RNAi (Figure 2C). Thus we attribute the variability in the fold-effects from experiment to experiment to unknown differences in the physiology or growth state of the cells between passages, and conclude that overall, Nipped-B and cohesin have similar effects on gene expression. We measured transcripts up to 13 days after RNAi, when Nipped-B (not shown) or Rad21 (Figure 2B) recover. The E(spl)-C and *invected*-*engrailed* transcripts start to decrease, but are still above initial levels (Figure 2B).

Nipped-B or cohesin RNAi had little effect on expression of the E(spl)-C in Sg4 cells (Figure 2D), including the cohesin-binding *HLHm3* and *m6* genes. There was also no effect on the silenced *invected* and *engrailed* genes. Although Rad21 and Nipped-B knockdown was less efficient in Sg4 cells (Figure 2E), as shown below, Rad21 knockdown of 30 to 50% in BG3 cells alters E(spl)-C RNA levels. We conclude that the E(spl)-C and *invected-engrailed* are less sensitive to cohesin dosage in Sg4 than in BG3 cells, as might be expected from the substantial differences in cohesin binding between the two cell types.

On day 3 after Nipped-B RNAi, some E(spl)-C transcripts (*HLHmγ*, *mα*, *m2*, *HLHm3*) decrease (Figure 3), yet show large increases by day 6 (Figure 2). Similar decreases at day 3 were seen in all Nipped-B RNAi experiments. To see if a biphasic effect also occurs with Rad21, we used different amounts of dsRNA to control RNAi efficiency. A 30% knockdown decreased most E(spl)-C transcripts, while a 55% reduction decreased some and increased others (Figure 3). Thus Rad21 has a biphasic effect similar to Nipped-B.

**Figure 3:**
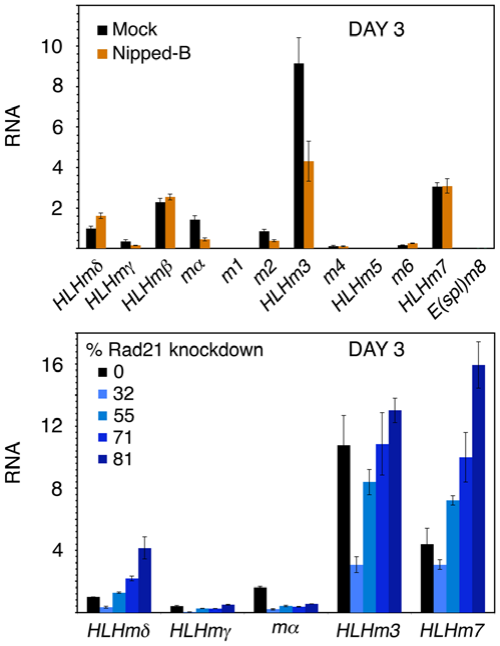
Biphasic changes in E(spl)-C transcripts after Nipped-B and Rad21 knockdown in BG3 cells. The top panel shows E(spl)-C transcript levels in mock-treated (black) or Nipped-B RNAi treated (orange) BG3 cells three days after treatment. Similar results were obtained in all Nipped-B RNAi experiments. All levels are relative to *HLHmδ* in mock-treated cells. The data shown is an average of two RNAi experiments. The bottom panel shows the indicated E(spl)-C transcript levels three days after treatments with increasing amounts of Rad21 dsRNA that cause different extents of knockdown (mock, 0%; 0.7 µg per 3 cm well, 32%; 1.7 µg, 55%; 3.3 µg, 71%; 6.7 µg, 81%).

E(spl)-C transcripts are miRNA targets [34], and we considered the possibility that cohesin knockdown decreases miRNA activity to increase transcript stability in BG3 cells. Rad21 knockdown, however, had little effect on the stability of E(spl)-C transcripts (Table S2), and we therefore conclude that cohesin RNAi elevates E(spl)-C transcription.

Nipped-B or Rad21 knockdown slowed but did not arrest cell division in BG3 or Sg4 cells, consistent with previous findings in *Drosophila* cells [33]. Sister chromatid separation increased 2 to 3-fold over controls, but there was no increase in hyperploid cells, indicating that the minor cohesion deficits did not affect segregation (Table S3). Nipped-B or cohesin RNAi did not increase cell death, as determined by trypan blue staining.

### Polycomb Represses the E(spl)-C in BG3 Cells

In contrast to *engrailed*, the E(spl)-C has not previously been reported to be a PcG target. We used RNAi knockdown of the Polycomb (Pc) subunit of the PRC1 complex to see if PcG proteins repress the E(spl)-C in BG3 cells. With a Pc knockdown of some 70%, most E(spl)-C transcripts increased several-fold by day 6, indicating that in addition to cohesin, PRC1 restrains their expression (Figure 4). The *invected* and *engrailed* RNA levels did not change (Figure 4), although *Abd-B*, which is PcG-silenced and does not bind cohesin [15], showed up to 1200-fold increases in transcript levels with Pc knockdown (not shown). The lack of effects on *invected* and *engrailed* transcripts suggests that Pc is not strongly limiting for their repression in BG3 cells. Pc is only weakly limiting for repression of *engrailed* in embryos, and is less limiting than other PcG proteins for repression of many target genes in imaginal discs [31], [35].

**Figure 4:**
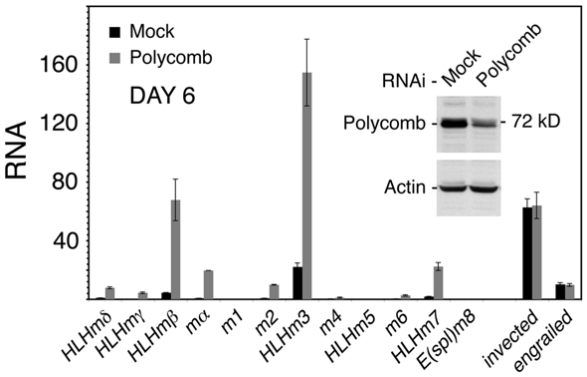
Effects of Polycomb on E(spl)-C and *invected-engrailed* transcripts in BG3 cells. The graph shows transcript levels in mock-treated BG3 cells (black) and in Polycomb RNAi-treated cells (gray) six days after treatment. The western blot shows the Polycomb protein knockdown (∼70%) on day 6. All transcripts are relative to *HLHmδ* in mock control cells. Similar results were obtained in three experiments.

### The CP190 Insulator Protein Weakly Regulates E(spl)-C and *invected-engrailed* Transcription in BG3 Cells

In mammalian cells, cohesin can regulate gene expression by contributing to activity of the CTCF insulator protein and insulator-mediated looping [16]–[19]. Drosophila has many insulator proteins, including CTCF, Su(Hw), GAF, and BEAF. All co-localize extensively genome-wide with the CP190 protein, which is required for CTCF and Su(Hw) function, and likely also for GAF and BEAF insulator activities [21], [36]. CP190 also co-localizes extensively with cohesin on chromosomes [21]. We used RNAi to knockdown CP190 protein by some 90%, but in contrast to the 10 to 80-fold increases seen with Rad21 RNAi, there were maximally 1.2 to 2-fold increases in E(spl)-C and *invected-engrailed* transcripts six days after RNAi treatment (Figure 5). By day 8, Rad21 knockdown increased E(spl)-C and *invected-engrailed* transcripts 30 to 220-fold, but CP190 knockdown increased the transcripts only 1.7 to 3.4-fold (not shown). Thus the major role of cohesin in regulating these gene complexes is unlikely to be support of CP190 insulator activity.

**Figure 5:**
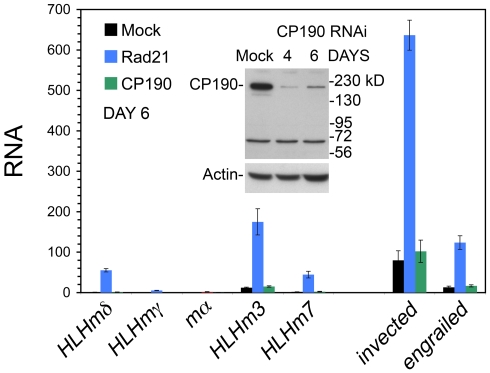
Effects of the CP190 insulator protein on E(spl)-C and *invected-engrailed* transcripts in BG3 cells. The graph shows transcript levels in mock-treated BG3 cells (black), Rad21 (blue) and CP190 (green) RNAi-treated BG3 cells six days after treatment. The western blot shows the knockdown of CP190 protein on days 4 and 6 (∼90%). The unlabeled protein under 72 kD in size that is unaffected by RNAi is a cross-reacting cytoplasmic protein (Marek Bartkuhn and Rainer Renkawitz, personal communication). Similar results were obtained with 4 and 8 days after CP190 RNAi.

### *Nipped-B* and *Rad21* Mutations Alter *Notch^split^* Mutant Phenotypes

We used mutant phenotypes of the *split* missense mutation in the *Notch* receptor gene (*N* ^spl-1^) that are sensitive to E(spl)-C activity to test if cohesin regulates the E(spl)-C in vivo. *N^spl-1^* reduces activation of proneural genes, thereby decreasing the number of photoreceptors in the eye, and altering bristles [37]. E(spl)-C duplications, the *E(spl)^D^* gain-of-function allele, and forced overexpression of some E(spl)-C genes increase the severity of the eye phenotype [37]–[40], while E(spl)-C deletions suppress [41].

We tested if two loss-of-function *Rad21* mutations [12], the *vtd^36^* missense mutation, and the *vtd^γ26-6^* splice site mutation, dominantly alter the *N^spl-1^* mutant phenotypes. Both increased the severity of the eye phenotype, and consistent with a previous report [9], the *Nipped-B^407^* null allele suppressed the eye phenotype (Figure 6). Both *Rad21* alleles also decreased the number of scutellar macrochaete (Figure 6). The simplest explanation is that reduced Rad21 dosage increases E(spl)-C expression in the developing eye and bristles, reducing the number of cells that adopt neural fate and become photoreceptors or bristles.

**Figure 6:**
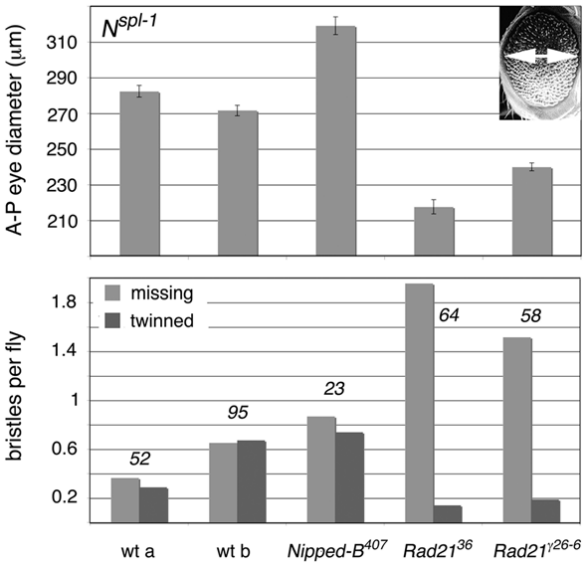
Dominant effects of *Nipped-B* and *Rad21* mutations on *Notch*-*split* (*N^spl-1^*) mutant phenotypes. The top panel compares the eye phenotype in two wild-type backgrounds (wt a, Oregon R; wt b, Canton S), to flies heterozygous for *Nipped-B^407^*, *Rad21^36^* (*vtd^36^*), and *Rad21^γ26-6^* (*vtd^γ26-6^*). Eye diameter was measured as shown in the upper right. At least 30 eyes were scored for each genotype. Error bars are standard errors. The bottom panel shows the effects of the heterozygous *Nipped-B* and *Rad21* mutations on the four scutellar macrochaete (large bristles). The number of flies scored for bristles is given above the bars.

Knockdown of either Nipped-B or Rad21 increases E(spl)-C transcription in BG3 cells. Thus the opposing effects of *Nipped-B* and *Rad21* mutations on the *N^spl-1^* eye phenotype appear contradictory. We posit, however, that they reflect biphasic effects on E(spl)-C expression similar to those seen in BG3 cells (Figure 3). Heterozygous *Nipped-B* null mutations reduce *Nipped-B* mRNA by only 25% in vivo [8] and thus their suppression of *N^spl-1^* could reflect a decrease in E(spl)-C transcription caused by a biphasic effect. Although the biphasic effect is transitory with an 80% Nipped-B reduction in BG3 cells, it may last longer with a 25% reduction in vivo, and the critical phase for E(spl)-C expression in the developing eye at the morphogenetic furrow likely lasts for a much shorter time than three days [42].

### Cohesin's Effects on E(spl)-C and *invected-engrailed* Transcription in BG3 Cells are Exceptional

We measured effects of Nipped-B and Rad21 on gene expression in BG3 cells using microarrays to (a) see if the effects of cohesin on E(spl)-C and *invected-engrailed* expression are unique, (b) look for effects of cohesin on regulators of E(spl)-C and *engrailed*, and (c) obtain a comprehensive view of the role of cohesin in gene expression. 

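Gene expression was measured in BG3 cells treated with double-stranded RNA (dsRNA) against Rad21, a subunit of cohesin, or against Nipped-B, which loads cohesin onto chromosomes, and in mock-treated cells. Each of the 3 treatments had 4 arrays, 2 harvested at day 3, 1 at day 4 and 1 at day 6. The mock cells received 0 µg of dsRNA. Both knockdowns received 40 µg at day 3 and 10 µg at days 4 and 6, so the amount of dsRNA changes with the time of harvest. The arrays were the Affymetrix Drosophila Genome 2.0 type, and the authors computed log2 expression values with GCRMA, whose version is not given in the sources used here. Probe sets without signal sit near log2 2 to 2.5 on this scale. Of 18952 probe sets, 183 controls were left out. The remaining 18769 were named from a RefSeq gene table, which gave 1 gene for 13646, several genes for 402 and no name for 4721. Probe sets with a log2 value of at least 4 on at least 2 of the 12 arrays were tested, which kept 7350 probe sets and 5928 genes. A linear model with a mean for each treatment in each time class (day 3, or days 4 and 6 together) was fitted with limma, with moderated variances. The effect of a knockdown is the average of its log2 differences from mock in the time classes, with 4 arrays against 4, and p values were adjusted by the Benjamini-Hochberg method with the paper's threshold of 0.1. Genes were followed singly by a rule, and in 36 lists of pathways, complexes and cell type markers, both fixed before the data were examined. Lists were compared with all other genes by limma's camera test with a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. A list is also given with its count adjusted over the list alone. Arrays with the same replicate number deviate from their group means together, with correlations across probe sets from 0.49 to 0.79 in the 4 numbers. The deviations include the day of harvest, which arrays of a number share, so they do not show pairing beyond the day. The comparisons between treatments and the list tests were repeated with the number as a block. The number of arrays limits the precision of every value.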

We used two samples for three days after RNAi treatment, one four day and one six day sample for both Nipped-B and Rad21, and mock RNAi controls for each time point. Comparing log_2_ expression values, the genome-wide correlation coefficients between the four control samples were greater than 0.99.

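Across 18769 probe sets, Pearson's r between mock arrays ran from 0.994 for replicates 2 and 4, at days 3 and 6, to 0.999 for replicates 1 and 2, both at day 3. Over the 7350 tested probe sets the lowest r was 0.962. These correlations are across genes, which are not independent replicates. At day 3 the log2 differences between the replicates had an SD of 0.25 in mock, 0.18 in Rad21 and 0.22 in Nipped-B cells over the tested probe sets, with 55, 13 and 42 probe sets 2-fold or more apart.
The mock arrays themselves differed between the time classes. Days 4 and 6 have 1 mock array each, so a change with time cannot be told apart from a difference between replicates. From day 3 to days 4 and 6, 2589 of 7350 probe sets passed the adjusted p threshold in limma, 1061 higher and 1528 lower at the later days. Among the genes named elsewhere in these data, CG34330 rose by a log2 of 4.01 (adjusted p = 0.0267) and peg rose by 3.26 (adjusted p = 0.00149), or by 2.37 with values under log2 4 set to 4. GstE9, a glutathione S-transferase, rose by 2.34 (adjusted p = 0.0286), and the cytochrome P450 gene Cyp28d1 rose by 2.21 (adjusted p = 0.0147). CG3777 fell by 4.88 (adjusted p = 0.00262), and Jhe, which encodes juvenile hormone esterase, fell by 3.66 (adjusted p = 0.008); on that basis, chosen after the data were seen, they fell by 4.41 and 2.62. The count of 2589 was 1306 without mock replicate 2 and 1589 without mock replicate 1.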

Strikingly, seven of the twelve transcripts that increase the most six days after Rad21 RNAi treatment are from the E(spl)-C and *invected-engrailed* (Figure 7, Figure S1, Table S4). 

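At day 6 of Rad21 RNAi, E(spl)m3-HLH (HLHm3 in the paper) was 235-fold above the mock array, E(spl)mdelta-HLH (HLHmδ) 98.6-fold and E(spl)m7-HLH (HLHm7) 78.1-fold. These genes encode basic helix-loop-helix repressors activated by Notch. The homeobox genes en and inv were 32.1-fold and 23.7-fold above mock. These 5 are among the 12 most increased probe sets, 3 of the other 7 carry no gene name here, and the last 4 are Jhbp1, Jhe, CG3777 and orb2. By the same day of Nipped-B RNAi, en was 38.7-fold and inv 12.0-fold above mock. Days 4 and 6 have 1 array per treatment, so a fold at these days has no error. The day 6 mock values of the E(spl)-C genes lie under log2 4, and measured from that level the Rad21 folds are at least 116, 32.5 and 48.7 for E(spl)m3-HLH, E(spl)mdelta-HLH and E(spl)m7-HLH, and the Nipped-B folds at least 60.9, 20.2 and 21.2.
Over all 4 Rad21 arrays, en rose by a log2 of 4.40 (standard error 0.17, adjusted p = 2.8e-06 from limma) and inv by 3.57 (standard error 0.12, adjusted p = 9.89e-07). E(spl)mdelta-HLH rose by 4.82 (standard error 0.65, adjusted p = 0.000542), E(spl)m7-HLH by 3.64 (standard error 0.53, adjusted p = 0.000785), E(spl)m3-HLH by 2.87 (standard error 0.77, adjusted p = 0.0161) and E(spl)mbeta-HLH by 2.01 (standard error 0.26, adjusted p = 0.000483). Each of the 6 was higher than mock in 4 of 4 pairs of the same replicate number. With Nipped-B RNAi, en rose by 3.97 (standard error 0.17), inv by 2.68 (standard error 0.12), E(spl)mdelta-HLH by 2.18 (adjusted p = 0.0295) and E(spl)mbeta-HLH by 0.73 (adjusted p = 0.0579). On values under log2 4 set to 4, a choice made after the data were seen, E(spl)mdelta-HLH rose by at least 3.88 with Rad21 and 1.28 with Nipped-B RNAi. The call of E(spl)mbeta-HLH was lost in the blocked model, with no filter and without any of mock replicates 1 (0.74), 2 (0.73) and 4 (0.62) or Nipped-B replicates 1 (0.77), 2 (0.70) and 4 (0.47). Nipped-B values were 1.06 (adjusted p = 0.152) for E(spl)m7-HLH and 0.91 (adjusted p = 0.394) for E(spl)m3-HLH.
Of 12 E(spl)-C genes, 10 have a probe set of their own and 5 were tested. With Rad21 RNAi 4 of these rose (4 when adjusted over the list alone), and with Nipped-B RNAi 2 rose (2 when adjusted over the list alone). E(spl)malpha-BFM, a Bearded family gene, did not pass, at 0.48 (adjusted p = 0.468) and -0.11 (adjusted p = 0.887). Kaz-m1, E(spl)m4-BFM, E(spl)m5-HLH and E(spl)m6-BFM stayed under log2 4 on every array, and E(spl)m2-BFM was above it on 1 array. As a list, E(spl)-C was higher with Rad21 RNAi (camera adjusted p = 0.0228, but adjusted p = 0.475 with an estimated correlation) and was not called with Nipped-B RNAi (adjusted p = 0.294). The list of inv and en was higher with both (adjusted p = 0.00299 and 0.00213, but adjusted p = 0.282 and 0.251 with an estimated correlation). Both genes rose with each knockdown, also when adjusted over the list alone (2 and 2). Among the 12 probe sets of largest increase, named members of both complexes numbered 5 at day 6 and 3 at day 3. In Release 6 of the genome, inv lies on chromosome arm 2R from 11474465 to 11509695 and en from 11524006 to 11528210. The E(spl)-C genes with probe sets lie on 3R from 25997621, the start of E(spl)mdelta-HLH, to 26038019, the end of E(spl)m7-HLH.

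**Figure D1:**
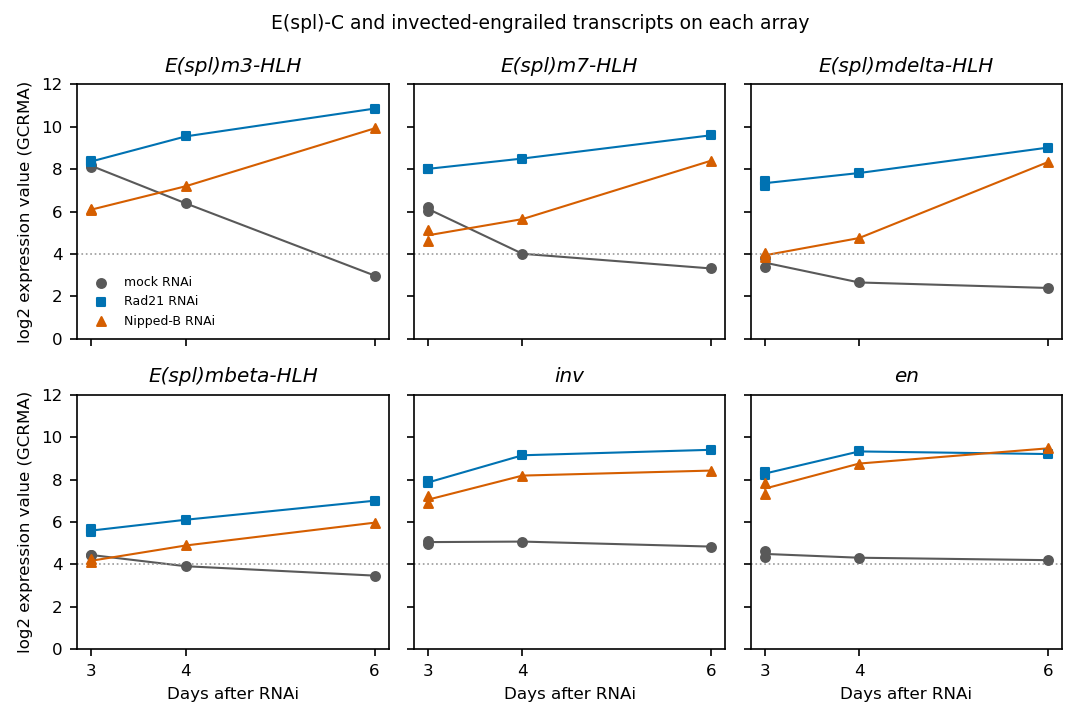
Log2 expression value (GCRMA, vertical axis) of 4 E(spl)-C genes and of inv and en on each array against days after RNAi (horizontal axis), for mock, Rad21 and Nipped-B cells; points are arrays, lines join the day means and the dotted line marks log2 4. The mock value of E(spl)m3-HLH goes from 8.16 at day 3 to 2.99 at day 6, while inv and en stay between 4.20 and 5.07.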

Biphasic effects are seen, as some E(spl)-C transcripts decrease after 3 days of Nipped-B RNAi, but increase by day 6 (Figure S1, Table S4). 

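At day 3 of Nipped-B RNAi, E(spl)m3-HLH was at 0.24 of its mock level and E(spl)m7-HLH at 0.42. By day 4 these ratios were 1.75 and 3.11. E(spl)mdelta-HLH was under log2 4 in both at day 3, so no fold is given, and with the mock value set to 4 it was at least 1.69-fold above mock at day 4. On that basis E(spl)mbeta-HLH went from 0.83 of mock to at least 1.85-fold and then at least 3.90-fold at day 6. In contrast, en was already 8.47-fold and inv 4.01-fold above mock at day 3 of Nipped-B RNAi. With Rad21 RNAi none of these genes was below mock at day 3, where E(spl)m3-HLH had a ratio of 1.16, E(spl)m7-HLH 3.72, E(spl)mdelta-HLH at least 10.2 and E(spl)mbeta-HLH 2.23.
The effect within each time class was tested as a limma contrast chosen after the data were seen. At day 3 of Nipped-B RNAi, neither E(spl)m3-HLH (log2 change -2.06, adjusted p = 0.312) nor E(spl)m7-HLH (-1.24, adjusted p = 0.384) passed. Both were lower than mock in both day 3 pairs, E(spl)m3-HLH at 6.14 and 6.06 against 8.21 and 8.11 and E(spl)m7-HLH at 4.62 and 5.15 against 6.24 and 6.02. The standard error of this test (1.09 for E(spl)m3-HLH) also holds the spread between days 4 and 6, so the test says little about day 3 alone. At days 4 and 6 both rose, E(spl)m3-HLH by 3.88 (adjusted p = 0.0275) and E(spl)m7-HLH by 3.36 (adjusted p = 0.0107), as did E(spl)mdelta-HLH by 4.02 (adjusted p = 0.0122) and E(spl)mbeta-HLH by 1.74 (adjusted p = 0.00924). The day 6 mock values of these genes lie under log2 4, so the sizes depend on the background. Measured from log2 4, E(spl)mdelta-HLH was at least 1.69-fold above mock at day 4 and at least 20.2-fold at day 6. The difference between time classes itself did not pass for these 4 genes with Nipped-B RNAi, at 5.94 for E(spl)m3-HLH (adjusted p = 0.275), 4.60 for E(spl)m7-HLH (0.21), 3.67 for E(spl)mdelta-HLH (0.395) and 2.01 for E(spl)mbeta-HLH (0.275). It passed for inv, whose increase was larger at days 4 and 6 by 1.505 with Rad21 RNAi (adjusted p = 0.049) and by 1.35 with Nipped-B RNAi (adjusted p = 0.0925), and for Jhbp1 by 2.93 (0.0445) and 2.68 (0.0873).
In all, the Rad21 effect differed between the time classes for 91 probe sets and the Nipped-B effect for 25. These counts rest on few arrays. The 91 became 988 without mock replicate 3, 241 and 240 without Nipped-B replicates 4 and 3, 18 without Nipped-B replicate 1 or 2, 12 without mock replicate 4 or Rad21 replicate 3, 2 without mock replicate 2 or Rad21 replicate 4, 1 without mock replicate 1, and 0 without Rad21 replicate 1 or 2. The 25 became 380 without mock replicate 3, 156 and 16 without Nipped-B replicates 3 and 4, 13 without mock replicate 4, 8 without Rad21 replicate 3 or 4, 4 without mock replicate 1 or Nipped-B replicate 2, 3 without Rad21 replicate 1 or 2, 1 without Nipped-B replicate 1, and 0 without mock replicate 2 (551 at an unadjusted p under 0.05 in limma). At that unadjusted level the full set gave 1029 and 725 probe sets.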

E(spl)-C and *invected-engrailed* transcripts are present at relatively low levels in mock RNAi controls (Figure S2, Table S4). Thus the E(spl)-C and *invected-engrailed* are expressed at modest levels, and are unusually sensitive to cohesin.

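In mock cells the log2 value was 5.00 ± 0.12 (SD, n = 4) for inv and 4.37 ± 0.19 (SD, n = 4) for en, close to the level of 4 taken as the limit of background. The E(spl)-C genes had mock values of 6.42 ± 2.44 (SD, n = 4) for E(spl)m3-HLH, 4.90 ± 1.45 (SD, n = 4) for E(spl)m7-HLH, 4.06 ± 0.47 (SD, n = 4) for E(spl)mbeta-HLH, 3.50 ± 0.59 (SD, n = 4) for E(spl)malpha-BFM and 3.06 ± 0.65 (SD, n = 4) for E(spl)mdelta-HLH. The wide spread of E(spl)m3-HLH and E(spl)m7-HLH follows the day of harvest. Both fell in mock cells from day 3 to days 4 and 6, E(spl)m3-HLH by a log2 of 3.47 (adjusted p = 0.0472 from limma) and E(spl)m7-HLH by 2.46 (adjusted p = 0.0418). The same difference was -1.07 for E(spl)mdelta-HLH (adjusted p = 0.424) and -0.75 for E(spl)mbeta-HLH (adjusted p = 0.171), which did not pass. With values under log2 4 set to 4, a choice made after the data were seen, it was 0.0 for E(spl)mdelta-HLH and -0.44 for E(spl)mbeta-HLH. On that basis E(spl)m3-HLH had -2.96 and E(spl)m7-HLH -2.12.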

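Outside both complexes, the genes that rose most with Rad21 RNAi were Jhbp1, which encodes a juvenile hormone binding protein (log2 fold change 4.61, standard error 0.21, adjusted p = 8.84e-06), Prip, an aquaporin gene (3.39, standard error 0.59, adjusted p = 0.002), and orb2, which encodes a translational regulator of the CPEB family (3.14, standard error 0.47). Jhe (3.08, or 2.56 with values under log2 4 set to 4), CG32181 (2.99) and CG16700 (2.97) rose as well. The probe sets 1634766_at (3.45) and 1640274_at also rose, the latter by at least 2.74 on that basis, since its mock values lie under log2 4. Both carry no gene name here and may belong to the complexes. The paper counts more of the 12 most increased transcripts to both complexes than the 5 named here. With Nipped-B RNAi the increases were 3.73 for Jhbp1, 3.04 for Prip, 2.74 for CG32181, 1.47 for Jhe, 1.38 for orb2 and 1.34 for CG16700. The Nipped-B calls of CG16700, orb2 and Jhe were lost with no filter on low values. That of CG16700 was also lost without mock replicates 1 (1.29), 2 (1.39) and 3 (1.23) or Nipped-B replicate 2 (1.17), that of orb2 without mock replicates 1 (1.33) and 3 (1.31) or Nipped-B replicate 2 (1.255), and that of Jhe without mock replicates 1 (1.31) and 4 (1.31) or Nipped-B replicate 2 (1.38). Also high with both knockdowns were shd, which encodes the enzyme that makes active ecdysone (2.71 and 2.51), the cytochrome P450 gene Cyp310a1 (2.46 and 2.46), rt, a protein O-mannosyltransferase gene (2.28 and 2.10), and hng3 (2.19 and 2.15).
Of the genes that fell most with Rad21 RNAi, the UDP-glycosyltransferase genes Ugt317A1 and Ugt35C1 fell by a log2 of 4.30 (standard error 0.31, adjusted p = 4.09e-05) and 2.91 (standard error 0.39), the lipophorin receptor gene LpR1 fell by 2.90 (standard error 0.35), D2hgdh fell by 2.71, GstE9 fell by 2.67 and the flavin monooxygenase gene Fmo-2 fell by 2.50. CG46339 fell by 3.19, CG34330 fell by 2.49 (adjusted p = 0.0268), peg fell by 2.47 and CG6040 fell by 2.44. With Nipped-B RNAi, Ugt317A1 fell by 3.97 (adjusted p = 0.000126), LpR1 fell by 3.00, peg fell by 2.41, D2hgdh fell by 2.35, wrapper, a glial membrane protein gene, fell by 2.22, Ugt35C1 fell by 2.04, Cyp28d1 fell by 1.99, aub, a Piwi family gene, fell by 1.97, CG46339 fell by 1.96 and Nop60B, a pseudouridine synthase gene, fell by 1.88. CG34330 had -1.14 with Nipped-B RNAi (adjusted p = 0.275). With values under log2 4 set to 4, a choice made after the data were seen, the Rad21 changes were -1.99 for Ugt35C1 and -1.18 for peg, and the Nipped-B changes -1.74 and -1.18, and -0.90 for wrapper. From the rank of the E(spl)-C and invected-engrailed transcripts and their low levels in mock cells, the paper concludes that both complexes are modestly expressed and respond to cohesin to an unusual degree.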

**Figure 7:**
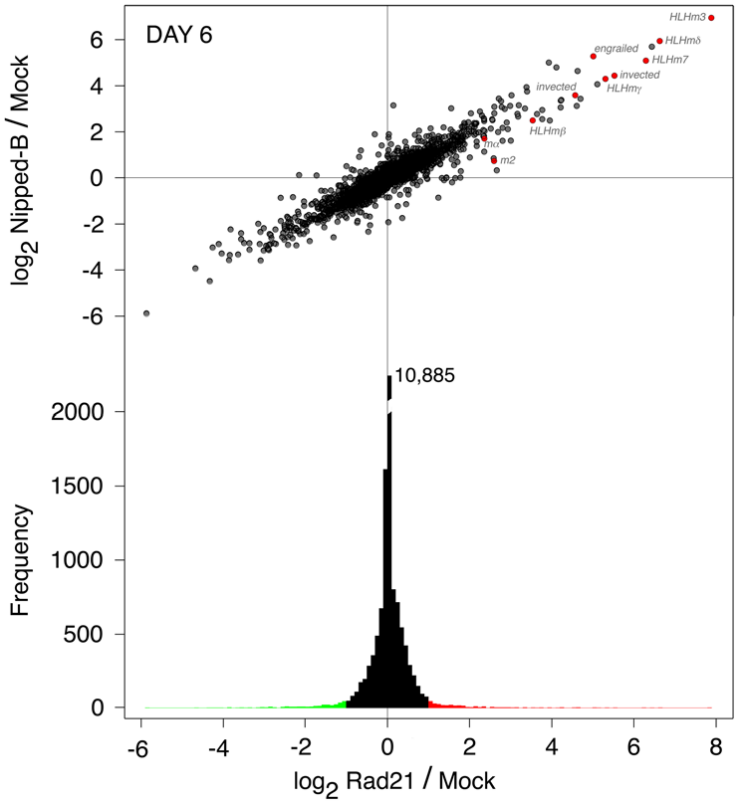
Genome-wide effects of Rad21 and Nipped-B RNAi on RNA transcripts in BG3 cells. The top graph shows the effects of Rad21 knockdown on transcript levels (log_2_ Rad21/Mock) versus the effects of Nipped-B knockdown (log_2_ Nipped-B/Mock), 6 days after RNAi for all 18,770 probes on the microarray. E(spl)-C and *invected-engrailed* transcripts are red. The bottom is an aligned histogram of the effects of Rad21 RNAi, with transcripts that increase 2-fold or more in expression in red, and transcripts that decrease 2-fold or more in green.

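Counted by day, 178 of 18769 probe sets were 2-fold or more above mock after Rad21 RNAi at day 3, 264 at day 4 and 279 at day 6, while 214, 257 and 281 were 2-fold or more below. With Nipped-B RNAi the numbers above mock were 65, 189 and 326, and those below were 79, 244 and 285. At day 3, en (13.8-fold) and inv (7.04-fold) were already among the transcripts above mock with Rad21 RNAi. Day 3 is the mean of 2 arrays and the later days have 1 array each. Most of the called changes were small. Among the 2009 probe sets that rose with Rad21 RNAi in limma the median fold was 1.29, with 183 at 2-fold or more, and among the 1773 that fell the median was 1.35-fold lower, with 177 at 2-fold or more. For Nipped-B RNAi the medians were 1.26-fold higher and 1.33-fold lower, with 116 and 112 probe sets at 2-fold or more.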

Other genes located in regions of cohesin-H3K27Me3 overlap also significantly increase in expression with cohesin or Nipped-B knockdown, including *jing*, *Psc*, *Su(z)2*, *hth*, and *Lim1* (Tables S1 and S4). 

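Of the 5 genes named here outside both complexes, jing, Psc and Lim1 have a probe set of their own, and all 3 rose with both knockdowns (3 and 3 when adjusted over the list alone). With Rad21 RNAi, jing, which encodes a zinc finger transcription factor, rose by a log2 of 0.36 (standard error 0.09, adjusted p = 0.0125 from limma), Psc, which encodes a subunit of Polycomb repressive complex 1, rose by 0.41 (standard error 0.13, adjusted p = 0.0334) and Lim1, a LIM-homeobox gene, rose by 0.67 (standard error 0.20, adjusted p = 0.0228). With Nipped-B RNAi the increases were 0.23 for jing (adjusted p = 0.073), 0.33 for Psc (adjusted p = 0.0853) and 0.46 for Lim1 (adjusted p = 0.0983). Their mock log2 values were 6.13 ± 0.17 (SD, n = 4), 9.35 ± 0.34 (SD, n = 4) and 12.2 ± 0.27 (SD, n = 4). Each was higher than mock in 4 of 4 pairs with either knockdown. A further Lim1 probe set, 1633262_s_at, rose by 0.69 with Rad21 RNAi (adjusted p = 0.0335) and had 0.28 with Nipped-B RNAi (adjusted p = 0.351). As a list the 3 genes did not pass camera (adjusted p = 0.142 with Rad21 and 0.236 with Nipped-B RNAi), although the blocked model gave 0.0921 for Rad21. The list did pass without Rad21 replicate 3 (mean 0.55) or, for Nipped-B RNAi, without Nipped-B replicate 3 (mean 0.47). Su(z)2 and hth were not analysed here.
These calls are near the threshold. Without Rad21 replicate 4 the Rad21 call was lost for Psc (0.36) and for the Lim1 probe set 1633262_s_at (0.52). The Nipped-B calls of all 3 genes were lost with no filter on low values, and that of Lim1 with arrays centred (0.45) or without trend. They were also lost without mock replicate 1 (jing 0.26, Psc 0.29, Lim1 0.41), mock replicate 2 (0.21, 0.36, 0.51), Nipped-B replicate 2 (0.26, 0.30, 0.36), Nipped-B replicate 4 (0.20, 0.16, 0.27) and, with values as in the full set, Rad21 replicate 1 or 2. For jing this also held without mock replicate 3 (0.22) and Nipped-B replicate 1 (0.20), for Psc without mock replicate 4 (0.28), Nipped-B replicate 1 (0.36) and Rad21 replicates 3 and 4, and for Lim1 without mock replicate 3 (0.30) and Rad21 replicates 3 and 4.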

The increases are from 1.4 to 4-fold, and less than those observed with the E(spl)-C and *invected-engrailed*, but these genes are already expressed at 10 to 500-fold higher levels than the E(spl)-C prior to cohesin or Nipped-B knockdown, despite the extensive H3K27Me3 in their transcribed regions (Table S4). After knockdown, their expression ranges from 2-fold less to 4-fold more than E(spl)-C transcripts, suggesting that the lower fold-increases in expression of these genes with cohesin knockdown reflects their initial higher expression levels. We conclude that all genes in regions of substantial cohesin-H3K27Me3 overlap in BG3 cells are not silenced, and are negatively regulated by cohesin.

### Cohesin Knockdown Increases Expression of Notch Pathway Genes

BG3 cells are derived from central nervous system, but the proneural genes (*ac*, *sc*, *l'sc*, *ato*, *da*) that promote E(spl)-C expression [42], [43] are not expressed (Table S4). 

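Among the 5 proneural genes, which encode basic helix-loop-helix activators of neural fate, ac (mock log2 value 2.32), sc (2.15), l(1)sc (l'sc, 2.49) and ato (2.34) were under log2 4 on all 12 arrays. The highest value of l(1)sc on any array was 3.15. In contrast, da, which encodes the common partner of the proneural proteins, had a mock value of 11.3 ± 0.16 (SD, n = 4) and reached 11.6. It rose by a log2 of 0.26 with Rad21 RNAi (standard error 0.06, adjusted p = 0.00593 from limma, higher in 4 of 4 pairs) and had 0.08 with Nipped-B RNAi (adjusted p = 0.305). It was the only tested member of the list, which counts 1 higher with Rad21 and 0 with Nipped-B RNAi (also when adjusted over the list alone). The array holds no detection calls in the values used here, so log2 4 is the only limit for expression.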

E(spl)-C genes are activated by Notch, and the genes encoding Notch (N), the Suppressor of Hairless [Su(H)] protein that tethers the Notch intracellular fragment to target genes, the Mastermind (Mam) coactivator, and both the Delta (Dl) and Serrate (Ser) Notch ligands are expressed. 

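Of 19 genes of the Notch pathway, 13 have a probe set of their own, and all 13 were above background. With Rad21 RNAi 6 rose and none fell (6 when adjusted over the list alone), and with Nipped-B RNAi 6 rose and none fell (6 when adjusted over the list alone). Called with both knockdowns were numb, which encodes an inhibitor of Notch (log2 fold change 0.91 with Rad21 and 0.78 with Nipped-B RNAi), lqf, which encodes epsin (0.39 and 0.30), dx (0.38 and 0.32), Psn, which encodes the catalytic subunit of gamma-secretase (0.31 and 0.31), pen-2 and Su(dx). The mam probe set 1632457_s_at had a mock value of 8.05, and its changes of 0.26 (adjusted p = 0.314) and 0.39 (adjusted p = 0.151) did not pass. For Delta, which encodes the Notch ligand, the probe set 1634398_a_at had a mock log2 value of 5.39 ± 0.83 (SD, n = 4), with changes of -0.47 (adjusted p = 0.183) and -0.48 (adjusted p = 0.192). By day its ratio to mock went from 0.34 at day 3 to 1.1 and 2.17 at days 4 and 6 of Rad21 RNAi, and from 0.41 to 0.98 and 1.58 with Nipped-B RNAi. Tested within day 3 by a limma contrast chosen after the data were seen, its change passed with Rad21 (-1.57, adjusted p = 0.0171) and Nipped-B RNAi (-1.27, adjusted p = 0.0799). Within days 4 and 6 it did not pass (0.63, adjusted p = 0.232, and 0.315, adjusted p = 0.558). For the other Delta probe set, 1634659_at, the Rad21 effect was larger at days 4 and 6 by 2.43 (adjusted p = 0.0915 from limma), but it was under log2 4 on 8 of 12 arrays, and with such values set to 4 the difference is 1.14. In mock cells 1634398_a_at fell by 1.41 between the time classes (adjusted p = 0.026) and 1634659_at by 1.87 (adjusted p = 0.00825), or by 1.01 with values under log2 4 set to 4.
As a list, the pathway was higher with both knockdowns (camera adjusted p = 0.0694 and 0.0765, but adjusted p = 0.31 and 0.29 with an estimated correlation). The Rad21 call was lost without Rad21 replicate 4 (mean 0.18) or mock replicate 3 (mean 0.20), and the Nipped-B call without Nipped-B replicate 4 (mean 0.13), mock replicate 2 (mean 0.215) or mock replicate 3 (mean 0.185). The genes N, Su(H) and Ser were not analysed here.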

Cohesin RNAi increases *Ser* ligand transcripts 6-fold on day 3 and 25-fold by day 6, and thus elevated Notch signaling may help increase E(spl)-C transcription (Figure S1, Table S4).

Lack of proneural gene transcripts suggests that Notch, which alone is insufficient to activate E(spl)-C genes [42], cooperates with other unknown activators to induce E(spl)-C expression. 

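The transcription factor gene br (broad), a target of ecdysone, rose with both knockdowns. Its probe set 1637312_a_at changed by a log2 of 0.94 with Rad21 RNAi (standard error 0.07, adjusted p = 3.76e-05 from limma) and 0.83 with Nipped-B RNAi (adjusted p = 0.000129). The probe set 1626996_s_at rose by 0.75 and 0.54, while the other 3 br probe sets did not pass. For dl (dorsal), a member of the NF-kappaB family, 1623415_at rose by 0.82 (standard error 0.11, adjusted p = 0.000463) and 0.78, and 1639692_s_at by 0.58 and 0.58. Trl, which encodes GAGA factor, rose by 0.37 (standard error 0.08, adjusted p = 0.00462) and 0.39 (adjusted p = 0.0047). The zeste gene z stayed near its mock level of 9.81 ± 0.21 (SD, n = 4), with changes of 0.03 (adjusted p = 0.805) and -0.01 (adjusted p = 0.935). Each of the called probe sets was higher than mock in 4 of 4 pairs with both knockdowns. Of 7 factors with conserved sites in the E(spl)-C, 4 have a probe set of their own and 3 of these rose with each knockdown (3 and 3 when adjusted over the list alone). The list was higher in camera (adjusted p = 0.0472 and 0.0439, but adjusted p = 0.282 and 0.251 with an estimated correlation). With the mean of all probe sets of a gene in place of its highest probe set, neither call held, at means of 0.39 and 0.34. Adf1, Eip74EF and tramtrack were not analysed here.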

Binding sites for many transcription factors are conserved in the E(spl)-C between *Drosophila* species [44] and some of these (*Adf1*, *broad*, *Trl*, *Eip74EF*, *dorsal*, *tramtrack*, *zeste*) are expressed in BG3 cells (Table S4).

Effects of cohesin on the Notch pathway cannot explain the effects of *Nipped-B* and *Rad21* mutations on *N^spl-1^* phenotypes described above. If *Rad21* mutations increase Notch signaling, they should increase proneural gene expression and suppress *N^spl-1^*. *Nipped-B* mutations do suppress the eye phenotype, but they have little effect on the *N^spl-1^* bristle phenotype, the *N^nd-1^* wing margin phenotype, or the *N^Ax-E2^* wing vein phenotype, indicating that they do not increase Notch signaling in vivo [9]. Thus a biphasic effect on E(spl)-C transcription remains the simplest explanation for the opposite effects of *Nipped-B* and *Rad21* mutations on the *N^spl-1^* eye phenotype.

Embryonic regulators of *engrailed* (*ftz*, *eve*, *prd*, *slp*, *odd*) are not expressed before or after cohesin RNAi (Table S4). 

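The segmentation genes ftz, eve, prd, slp2 and odd, which encode transcription factors, had mock log2 values of 2.17, 2.10, 2.57, 2.48 and 2.47. The 5 genes were under log2 4, and also under 3, on all 12 arrays, with a mock SD of at most 0.013 (n = 4). Of the list of 6 regulators none was therefore tested with Rad21 or Nipped-B RNAi, and slp1 was not analysed here. At this signal a decrease in these transcripts is not detectable, but neither knockdown raised any of the 5 to log2 3.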

The genes that regulate *engrailed* in later stages, however, are unknown, and thus indirect effects of cohesin RNAi on *invected-engrailed* expression cannot be ruled out. We note, however, that the modest changes in expression seen for most genes are unlikely to cause the unusually large changes in *invected* and *engrailed* expression.

### Cohesin Has Minimal Effects on PcG and trxG Genes

We considered the possibility that cohesin could regulate the E(spl)-C and *invected-engrailed* through effects on PcG or trxG gene transcription. Most of these genes, however, are not affected by cohesin RNAi (Table S4). 

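Taken as 1 group, 31 Polycomb and trithorax group genes were tested. With Rad21 RNAi 17 rose, 0 fell and 14 did not pass the threshold in limma, and with Nipped-B RNAi 18 rose, 0 fell and 13 did not pass. Of all tested probe sets, 51.5% were called with Rad21 RNAi (2009 up and 1773 down) and 44.3% with Nipped-B RNAi (1792 up and 1462 down). The changes of the 31 genes were small, with a median fold of 1.13 for Rad21 and 1.16 for Nipped-B RNAi. Over the 4 arrays only tna rose 2-fold or more, by a log2 of 1.19 with Rad21 RNAi (adjusted p = 0.00983), and it rose by 0.86 with Nipped-B RNAi (adjusted p = 0.0453). Above 1.5-fold there were 2 genes with each knockdown, tna and skd, which encodes a subunit of the Mediator kinase module (0.77 and 0.81). By day, tna was 3.73-fold above mock at day 4 and 2.56-fold at day 6 of Rad21 RNAi, and 2.49-fold and 2.34-fold with Nipped-B RNAi, where skd was 2.17-fold above mock at day 6.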

Exceptions are an increase of 80% in *Pc* transcripts and a 2-fold increase in *Psc* expression by day 6, but this should increase silencing and reduce transcription. 

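At day 6, Pc was 1.73-fold above mock with Rad21 RNAi and 1.82-fold with Nipped-B RNAi, and Psc was 1.85-fold and 1.97-fold above mock. Over 4 arrays Pc, which encodes the chromodomain subunit of Polycomb repressive complex 1, rose from a mock value of 7.79 ± 0.30 (SD, n = 4) by a log2 of 0.43 with Rad21 RNAi (standard error 0.08, adjusted p = 0.00269 from limma) and by 0.50 with Nipped-B RNAi (standard error 0.08, adjusted p = 0.00179). It was higher in 4 of 4 pairs with each. Of 18 Polycomb group genes 14 were tested. With Rad21 RNAi 5 rose and none fell (4 when adjusted over the list alone), and with Nipped-B RNAi 7 rose and none fell (7 when adjusted over the list alone). Besides Pc and Psc, Asx rose by 0.48 and 0.37, and Sfmbt by 0.24 and 0.21. The mean change of the list was 0.12 ± 0.22 (SD over 14 genes) and 0.13 ± 0.20, and camera did not separate it from other genes (adjusted p = 0.218 and 0.205). That call for Nipped-B RNAi was gained without Nipped-B replicate 3 (mean 0.17).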

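The trithorax group genes brm, osa and Bre1 rose with both knockdowns. The ATPase gene brm changed by a log2 of 0.42 with Rad21 RNAi (standard error 0.09, adjusted p = 0.00562 from limma) and 0.39 with Nipped-B RNAi (adjusted p = 0.0109). For osa, which encodes another subunit of the Brahma complex, the values were 0.45 (standard error 0.11, adjusted p = 0.0113) and 0.49 (adjusted p = 0.0108), and for Bre1, which encodes a histone H2B ubiquitin ligase, they were 0.29 (standard error 0.08, adjusted p = 0.019) and 0.31 (adjusted p = 0.0176). The histone methyltransferase gene trx rose by 0.47 and 0.41. Of 22 genes of this group, 17 were tested. With Rad21 RNAi 12 rose (12 when adjusted over the list alone) and with Nipped-B RNAi 11 rose (11 when adjusted over the list alone), and 0 fell with either in limma. The list had mean changes of 0.32 ± 0.32 (SD over 17 genes) and 0.30 ± 0.25 and was higher than other genes in camera (adjusted p = 0.00579 and 0.00356, but adjusted p = 0.329 and 0.29 with an estimated correlation). The gene ash1 was not analysed here.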

A few trxG transcripts (*brahma*, *osa*, *ash1*, *Trl*, *Bre1*) increase less than 2-fold. Cohesin had no significant effect on any of the 394 genes with H3K27Me3 that do not bind cohesin, most of which are not detectably expressed above background levels, including all the genes in the bithorax and Antennapedia complexes (Table S4).

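Of the 12 genes of the bithorax and Antennapedia complexes, which encode homeodomain regulators of segment identity and their neighbours, 8 have a probe set of their own. All 8 were under log2 4, and under 3, on every array. Antp, with 3 probe sets, reached at most 2.92, Scr 2.57 and Dfd 2.56, so none of these genes was tested. Over the whole array, 5992 of 11981 genes with a probe set of their own had no value of log2 4 or more on any array. The number was 5781 with the limit at 3 and 6138 with it at 5. The H3K27Me3 genes without cohesin were not analysed here as a group.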

### Cohesin Directly Regulates Gene Expression

The genome-wide effects of Nipped-B and Rad21 RNAi on gene expression after six days were very similar, with a correlation between the log_2_ Nipped-B/control and log_2_ Rad21/control expression ratios of 0.93 (Figure 7). Thus, with very few exceptions, Nipped-B and cohesin regulate the same genes to similar extents. 

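At day 6, the log2 ratios to mock of Nipped-B and Rad21 RNAi had a Pearson's r of 0.931 over 18769 probe sets, and 0.936 over the 7350 tested. The slope of Nipped-B on Rad21 ratios was 0.918. At day 4 r was 0.814 with a slope of 0.717, and at day 3 it was 0.911 with a slope of 0.636. Spearman's rho at day 6 was 0.751 over the 18769 probe sets, most of them not tested, and 0.919 over the 7350 tested. These values are across genes, which are not independent replicates, and day 6 has 1 array per treatment. Both ratios share the same mock array, which by itself makes them correlate. In 100 simulations with no effect of either knockdown, the shared array alone gave an r of 0.495 and a covariance of 0.0216, against a measured covariance of 0.164. The simulation treats the arrays as independent, although deviations of the Rad21 and Nipped-B arrays with the same replicate number correlate (0.704 to 0.744). That may come from the day they share. With all 4 arrays r was 0.943. When the 4 mock arrays were split so that no mock array was shared, it was 0.802, with a covariance of 0.0726.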

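Of 7350 probe sets, 1625 rose with both knockdowns, where 490 would be shared if the calls were independent, and 1406 fell with both, where 353 would be. Only 1 was called in opposite directions. These overlaps are raised by the mock arrays that both comparisons share. Compared directly, Rad21 and Nipped-B cells differed for 7 probe sets, 3 higher and 4 lower with Rad21 RNAi, and 385 at an unadjusted p under 0.05 in limma. Among the named genes inv differed, higher with Rad21 RNAi by a log2 of 0.89 (standard error 0.12, adjusted p = 0.0479). For en the difference was 0.43 and did not pass (adjusted p = 0.837). E(spl)mdelta-HLH had a difference of 2.64 (standard error 0.65, adjusted p = 0.353) and E(spl)m7-HLH 2.58 (standard error 0.53, adjusted p = 0.226), which did not pass either.
The count of 7 was 14 with the replicate number as a block, and 2 of the 14 are among the 7. The call of inv is not among them (adjusted p = 0.579 with the block), and 8 of 20 other fits keep it. It was 0 without Rad21 replicate 2 or Nipped-B replicate 1 in limma, 1 without Rad21 replicate 1 or 4, 3 without Rad21 replicate 3, 4 without mock replicate 1 or 2, 14 without mock replicate 3 or 4, and 120 without Nipped-B replicate 4. A threshold not passed does not show that both knockdowns act alike on a gene.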

Genome-wide, slightly more than 10% of transcripts showed statistically significant changes in one or more RNAi treatments, with 959 transcripts increasing, and 1025 decreasing (Figure S3).

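Of 7350 tested probe sets, 3782 (51.5%) changed with Rad21 RNAi, 2009 higher and 1773 lower, and 3254 (44.3%) changed with Nipped-B RNAi, 1792 higher and 1462 lower. Tested for either knockdown together with limma's F test, 3359 changed, 1779 higher and 1580 lower by the mean of both effects. Groups of genes that rose include the trithorax group (12 of 17 tested with Rad21 RNAi) and EGF receptor signalling (8 of 8), and those that fell include ribosome biogenesis (25 of 25) and aminoacyl-tRNA synthetases (24 of 30), but none of the 4 passed camera with an estimated correlation (adjusted p = 0.329, 0.282, 0.282 and 0.282 with Rad21 RNAi). With no filter on low values, 2623 of 18769 probe sets passed the F test, 1311 higher and 1312 lower. With treatment as the only term in the model the count was 2074, 1000 higher and 1074 lower. Effects within the time classes, added after the data were seen, gave 2261 probe sets at day 3 and 3050 at days 4 and 6 for Rad21 RNAi, and 872 and 2936 for Nipped-B RNAi. The amount of dsRNA and the day both differ between these classes and were not separated.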

Comparison of the effects of cohesin on transcripts to its binding pattern in BG3 cells argues that many of the effects of Nipped-B and cohesin on gene expression are direct. To ensure that we examined genes that respond consistently, we analyzed transcripts that showed 2-fold or greater increases or decreases in two or more RNAi treatments. By these criteria, 340 transcripts increase, and 414 decrease. 

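Among 18769 probe sets, 317 were 2-fold or more above mock in 2 or more of the 6 day ratios (3 days of Rad21 and of Nipped-B RNAi), and 379 were 2-fold or more below. The genes inv, en, Jhbp1 and Prip were 2-fold up in at least 5 of the 6 ratios. Of the genes that fell, Ugt317A1, LpR1 and D2hgdh had ratios to mock of 0.11 or less at day 4 with both knockdowns. Between mock arrays of 1 day, replicates 1 and 2, 1 probe set was 2-fold higher and 57 were 2-fold lower, and between those of days 3 and 6, replicates 1 and 4, 260 and 320 were. Each mock count is of 1 ratio, not of 2 or more of 6, and the second pair also holds the change of day. The RNAi counts come from ratios within a day. They were 204 and 227 when 3 or more ratios were asked for. Without mock replicate 4, the only day 6 mock array, they were 182 and 234.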

333 of the up-regulated and 407 of the down-regulated genes are euchromatic, allowing us to determine cohesin and RNA polymerase (PolII) binding from chromatin immunoprecipitation data.

Justified by their genome-wide co-localization [15], we combined the ChIP-chip data for Nipped-B and Smc1 and identified the genes in which these proteins bind within the transcription units at p≤10^−3^. By these criteria, 57% (189/333) of the genes that increase, and 36% (146/407) of the genes that decrease in expression bind cohesin (Table S5), which is a significant difference (p = 9.7×10^−9^). PolII binding does not differ, with binding to 68% (225/333) of the increasing and 66% (268/407) of the decreasing genes (Table S5). It is not unexpected that PolII binding is not detected in some cases because many genes are expressed at low levels and have low polymerase density. PolII binding is detected more frequently with the cohesin-binding genes, in 83% of the increasing and 82% of the decreasing genes (Table S5). We conclude that more genes that increase in expression with cohesin RNAi bind cohesin compared to genes that decrease.

Both increasing and decreasing genes bind cohesin at a higher than average frequency. Genome-wide, 19% (816/4282) of PolII-binding genes also bind cohesin, compared to 70% (157/225) of the PolII-binding genes that increase in expression, and 45% (120/268) of the PolII-binding genes that decrease (Table S5). This argues that cohesin directly affects expression, and that negative effects are more common than positive. These data also indicate that many changes in expression that occur with cohesin RNAi are indirect.

Analysis of cohesin-binding genes further argues that the large increases in E(spl)-C and *invected-engrailed* transcripts that occur with cohesin knockdown are unique. Of the 816 genes in BG3 cells that bind both cohesin and PolII, 804 are detected by the expression microarray. 341 (42%) of these increase in expression by 20% or more with Rad21 knockdown, and 136 (17%) decrease 20% or more (Figure S4). 54 (7%) are not detectably expressed, and 273 (34%) change less than 20% in expression (Figure S4). For genes that increase 20% or more, the median increase is 50%. For the genes that decrease 20% or more, the median decrease is 35%. Thus the effect on expression of most cohesin-binding genes is less than 2-fold.

### Cohesin Has Minor Effects on Genes Involved in Translation and Cell Division

The top gene ontology (GO) categories for genes that increase in expression with cohesin RNAi involve development, while the top categories for decreasing transcripts involve protein translation (Figure S3, Table S6). 

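Lists of developmental pathways held more genes that rose than fell. All 8 tested genes of EGF receptor signalling (14 in the list) rose with Rad21 RNAi (8 when adjusted over the list alone) and 7 rose with Nipped-B RNAi (8 when adjusted over the list alone). The mean change was 0.63 ± 0.26 (SD over 8 genes) and 0.57 ± 0.24. Members with the largest changes include aos, which encodes a secreted inhibitor of the receptor (1.05, adjusted p = 0.0437, and 1.01, adjusted p = 0.0568), kek1, another inhibitor (0.73 and 0.69), and spi, which encodes the ligand (0.68 and 0.59). In camera this list was higher (adjusted p = 0.00579 and 0.0053, but adjusted p = 0.282 and 0.256 with an estimated correlation). Of 8 tested genes of hedgehog, wingless and Dpp signalling, 4 rose with Rad21 and 3 with Nipped-B RNAi (4 and 3 when adjusted over the list alone), among them Dad, an inhibitory Smad gene (1.42 and 1.01), and tkv, which encodes a Dpp receptor (0.69 and 0.72). This list did not pass camera (adjusted p = 0.108 and 0.143). It did for Rad21 RNAi without mock replicate 3 (mean 0.35) or 4 (0.31) or Rad21 replicate 2 (0.33) or 3 (0.35), and for Nipped-B RNAi without Nipped-B replicate 3 (0.34). Of 9 tested ecdysone response genes, 6 rose and 2 fell with Rad21 RNAi, and 3 rose and 1 fell with Nipped-B RNAi (the same numbers when adjusted over the list alone). EcR, the ecdysone receptor gene, rose by 0.68 with Rad21 RNAi, and Cth fell by 0.88 with each. The list did not pass camera (adjusted p = 0.196 and 0.372), except for Rad21 RNAi without mock replicate 4 (mean 0.37).
Among 18 tested genes of axon guidance and cell adhesion, 8 rose and 3 fell with Rad21 RNAi (9 and 3 when adjusted over the list alone), and 7 rose and 2 fell with Nipped-B RNAi (7 and 2 when adjusted over the list alone). Fas1 (1.03 and 0.94) and Nrt (1.09 and 0.74), both adhesion genes, rose with both knockdowns, and comm, which controls the Robo receptor, fell by 2.07 and 1.39. The list did not pass camera (adjusted p = 0.195 and 0.185). It did for Rad21 RNAi without mock replicate 4 (mean 0.26), and for Nipped-B RNAi without mock replicate 4 (0.24) or Nipped-B replicate 3 (0.33), while without Nipped-B replicate 4 its Nipped-B mean was -0.04.
Lists of protein synthesis fell. All 25 tested genes of ribosome biogenesis (27 in the list) fell with both knockdowns (25 and 25 when adjusted over the list alone), with mean changes of -0.87 ± 0.30 (SD over 25 genes) and -0.80 ± 0.27. Fib, which encodes the methyltransferase fibrillarin, fell by 1.36 and 1.23, and the median change of the list was -0.88 and -0.82. Of 36 translation factors 25 fell with Rad21 RNAi (25 when adjusted over the list alone) and 24 fell with Nipped-B RNAi (26 when adjusted over the list alone), with mean changes of -0.28 ± 0.23 (SD over 36 genes) and -0.25 ± 0.22. Of these, eIF6, needed to assemble the large ribosomal subunit, fell by 0.77 and 0.74. Mitochondrial ribosomal protein genes fell as well, 55 of 69 with Rad21 RNAi (58 when adjusted over the list alone) and 43 with Nipped-B RNAi (47 when adjusted over the list alone), with means of -0.34 ± 0.16 and -0.28 ± 0.15. The 3 lists were lower in camera for both knockdowns, at adjusted p = 7.92e-13 and 3.85e-15 for ribosome biogenesis, 1.24e-07 and 7.53e-09 for translation factors, and 8.66e-12 and 6.36e-12 for mitochondrial ribosomal proteins. With an estimated correlation no call held: adjusted p = 0.282 and 0.251, 0.282 and 0.251, and 0.475 and 0.552.

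**Figure D2:**
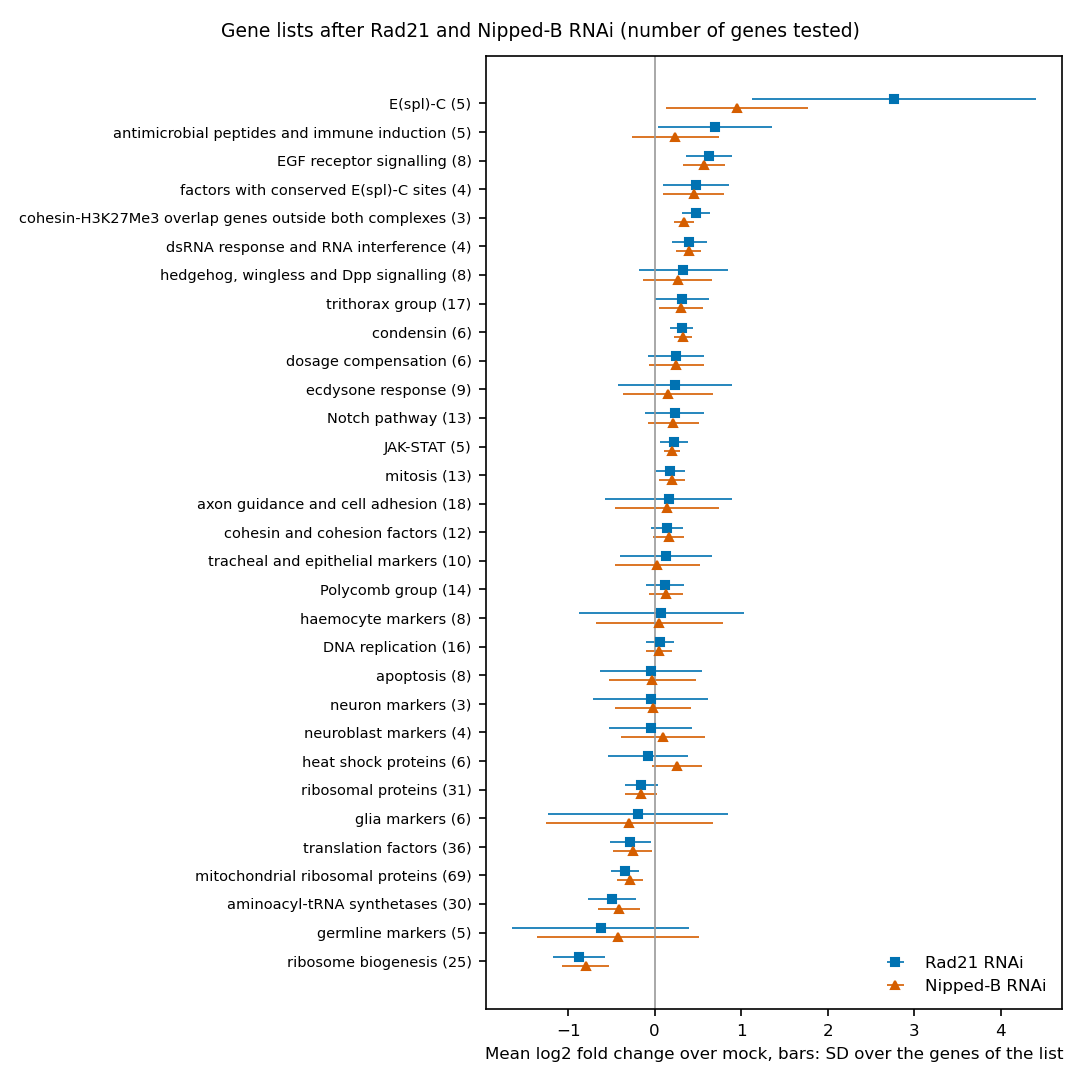
Mean log2 fold change over mock (horizontal axis) of each gene list with at least 3 tested genes (vertical axis, number of genes tested in parentheses) after Rad21 RNAi (squares) and Nipped-B RNAi (triangles); bars are the SD over the genes of the list. Ribosome biogenesis lies at -0.87 and -0.80, and E(spl)-C at 2.76 and 0.95.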

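Ribosomal protein genes were lower by small amounts. Of 90 in the list, 31 have a tested probe set of their own, and 23 fell with Rad21 RNAi (25 when adjusted over the list alone) and 26 with Nipped-B RNAi (26 when adjusted over the list alone), while none rose. The mean log2 change was -0.155 ± 0.19 (SD over 31 genes) with Rad21 RNAi and -0.16 ± 0.19 with Nipped-B RNAi, decreases of 10.2% and 10.4%. By day the mean decrease was 8.22%, 12.8% and 11.5% with Rad21 RNAi and 8.32%, 10.5% and 14.4% with Nipped-B RNAi. Aminoacyl-tRNA synthetase genes, whose enzymes charge tRNAs, were lower by more. Of 30 tested (33 in the list), 24 fell with Rad21 RNAi (25 when adjusted over the list alone) and 23 with Nipped-B RNAi (24 when adjusted over the list alone), with mean decreases of 28.8% and 24.7%. At days 3, 4 and 6 their decrease was 28.1%, 34.1% and 24.7% with Rad21 RNAi and 19.6%, 30.8% and 27.9% with Nipped-B RNAi. ValRS fell by a log2 of 1.06 and 0.89, and IleRS fell by 0.92 and 0.82. Both lists were lower than other genes in camera, ribosomal proteins at adjusted p = 5.42e-06 and 3.62e-08 (but adjusted p = 0.475 and 0.446 with an estimated correlation) and the synthetases at 1.15e-10 and 3.84e-11 (but adjusted p = 0.282 and 0.251 with an estimated correlation).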

All ribosomal protein transcripts decrease an average of 15%, and all aminoacyl tRNA synthetase transcripts decrease an average of 33% (Table S4). The most significant cell division category is mitotic spindle elongation (Table S6), but most genes in this case encode ribosomal proteins. 

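Of 13 tested mitosis genes (20 in the list), 4 rose with Rad21 RNAi and 5 with Nipped-B RNAi, and none fell (4 and 5 when adjusted over the list alone). The kinesin genes ncd (log2 fold change 0.42 with Rad21 and 0.40 with Nipped-B RNAi) and Klp61F (0.30 and 0.33) rose, as did fzr, which encodes an activator of the anaphase-promoting complex (0.38 and 0.34). In camera the list did not pass (adjusted p = 0.143 and 0.113), but for Nipped-B RNAi the blocked model gave 0.0815. It also passed without mock replicate 3 (mean 0.25 with Rad21 and 0.27 with Nipped-B RNAi), and for Nipped-B RNAi without Nipped-B replicate 3 (0.20) or Rad21 replicate 1 or 2. Of 16 tested genes of DNA replication, 1 rose with each knockdown, Orc5 (0.43 and 0.43), and 0 passed when adjusted over the list alone. This list had means of 0.07 and 0.05 and adjusted p = 0.83 and 0.998 in camera. Leaving out mock replicate 4 turned its means to -0.09 and -0.10, of which the Nipped-B mean passed as lower, and leaving out mock replicate 3 gave means of 0.21 and 0.20, which passed as higher.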

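The mitotic cyclin gene CycB rose from a mock log2 value of 12.4 ± 0.18 (SD, n = 4) by 0.36 with Rad21 RNAi (standard error 0.08, adjusted p = 0.0078 from limma) and by 0.40 with Nipped-B RNAi (standard error 0.08, adjusted p = 0.00676), which are 1.29-fold and 1.32-fold. At day 6 it was 1.46-fold and 1.63-fold above mock. Of 12 tested genes of cohesin and cohesion factors, 5 rose and 1 fell with each knockdown (the same when adjusted over the list alone). The cohesin subunit gene SA1 rose by 0.40 and 0.41, wapl, whose product releases cohesin, by 0.38 and 0.41, and pim, the securin gene, by 0.29 and 0.28, while the acetyltransferase gene san fell by 0.24 and 0.23. The list did not pass camera (adjusted p = 0.196 and 0.164), except without mock replicate 3 (means 0.22 and 0.24). The Nipped-B probe set stayed at background (2.28) on every array, so it gives no measure of the knockdown.
Of 6 tested condensin genes (7 in the list), 3 rose with Rad21 RNAi (5 when adjusted over the list alone) and 5 rose with Nipped-B RNAi (5 when adjusted over the list alone), with mean changes of 0.31 ± 0.14 (SD over 6 genes) and 0.33 ± 0.10. The subunit gene barr rose by 0.57 and 0.47, and Cap-D2 by 0.35 and 0.46, with a ratio to mock of 2.06 at day 6 of Nipped-B RNAi. In camera the list was higher (adjusted p = 0.096 and 0.0668, but adjusted p = 0.572 and 0.634 with an estimated correlation), and the blocked model gave 0.131 and 0.112. The Rad21 call was also lost without mock replicates 1 (mean 0.27) and 4 (0.20), Rad21 replicates 1 (0.31), 3 (0.30) and 4 (0.32) and Nipped-B replicates 3 and 4, whose removal leaves the mean unchanged, and the Nipped-B call without Nipped-B replicate 4 (0.29).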

There are slight increases, all less than 2-fold, in transcripts for *cyclin B*, some cohesion factors and condensin subunits, consistent with a mild G2/M delay [33].

## Discussion

### Cohesin Regulates the *Enhancer of split* and *invected-engrailed* Gene Complexes in a Cell-Specific Manner

Here we show that in BG3 cells derived from central nervous system, the E(spl)-C, and the complex containing *invected* and *engrailed* share exceptional attributes: (a) cohesin binds over the entire gene complex and not just to individual genes, (b) cohesin binds throughout a large H3K27Me3 domain, and (c) they show unusually large increases in transcription when cohesin is reduced. We posit, therefore, that cohesin directly regulates these gene complexes.

This is supported by the contrasts in histone modification, cohesin binding, and the response to cohesin between BG3 and Sg4 cells. In Sg4 cells, cohesin binds only three of the active E(spl)-C genes, there is no H3K27Me3, and expression not substantially affected by cohesin. Thus the effect of cohesin on the E(spl)-C correlates with presence of cohesin and H3K27Me3 domains. The *invected-engrailed* complex in Sg4 cells shows the typical pattern for PcG silenced genes. It is coated by H3K27Me3, there is no cohesin, and it is silent before or after cohesin RNAi. Thus, we suggest that in BG3 cells, cohesin prevents complete silencing of *invected* and *engrailed* by PcG proteins, and/or that lack of silencing promotes cohesin binding. This latter possibility alone seems unlikely, given that many non-silenced and active genes do not bind cohesin, and that cohesin domains that extend over entire gene complexes are rare. For instance, only selected active E(spl)-C genes bind cohesin in Sg4 cells, in which there is no H3K27Me3, but the entire complex binds cohesin in BG3 cells, when it is also coated by H3K27Me3, indicating that lack of silencing or gene expression by itself is insufficient to establish the cohesin domain. We currently do not know the factors that determine when and where a cohesin domain is established.

The similarities in chromatin structure and hypersensitivity to cohesin between the E(spl)-C and *invected-engrailed* complexes in BG3 cells lead us to speculate that in cases of cohesin and H3K27Me3 overlap, cohesin helps create an intermediate chromatin structure with aspects of both silenced and active regions (Figure 8). Such a dual role is consistent with the biphasic effects of Nipped-B and Rad21 RNAi on E(spl)-C transcription. When cohesin levels are reduced, silencing becomes temporarily stronger, but eventually a specific chromatin structure needed to repress transcription is lost, leading to overexpression. In other regions of cohesin-H3K27Me3 overlap, where genes such as *Psc* and *hth* are expressed at higher levels, the structural balance favors the active state. RNA levels are still increased in these cases by reducing cohesin levels, however, indicating that transcription is still restricted. At present, we do not know if cohesin binding is reduced selectively at specific sites when cohesin or Nipped-B dosage is only slightly reduced, which might contribute to biphasic effects at some genes. The lack of an effect of CP190 insulator protein on E(spl)-C and *invected-engrailed* expression argues against the possibility that changes in insulator activity contribute to the changes in E(spl)-C and *invected-engrailed* transcription that occur with cohesin knockdown.

**Figure 8:**
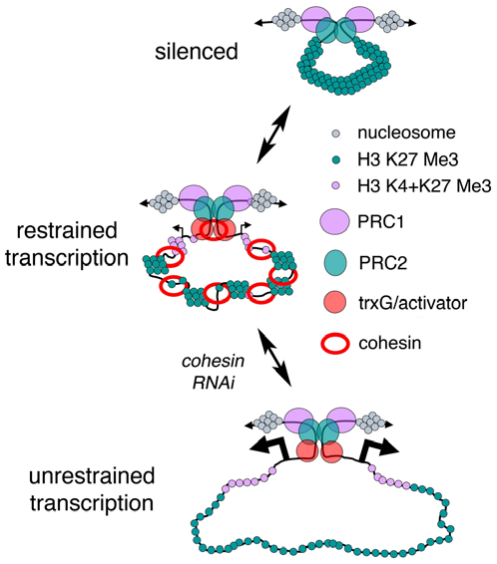
Speculative model for regulation of gene complexes by cohesin. The top depicts a PcG-silenced complex contained in a loop created by PRE-PRE interactions. There is little or no transcription, and we posit that the silenced chromatin diameter prevents encirclement by cohesin. The nucleosomes have trimethylation of histone H3 on lysine 27 (green). The middle diagram depicts a gene complex in which cohesin, trithorax group (trxG), transcriptional activators, and PcG proteins combine to create an intermediate chromatin structure with aspects of both silenced and active regions that permits modest transcription (angled arrows); nucleosomes near the transcription start sites also have trimethylation of histone H3 on lysine 4 (pink). Based on the biphasic effects of Nipped-B and cohesin knockdown on some E(spl)-C transcripts, we posit that when cohesin levels are reduced, the chromatin structure first becomes closer to the silenced state, decreasing transcription, and that the higher order structure associated with silencing is eventually lost, leading to unrestrained transcription (bottom).

In *S. cerevisiae*, cohesin inhibits spreading of SIR silencing proteins and establishment of silencing [45], [46], suggesting that cohesin might have a similar effect on PcG function at the E(spl)-C and *invected-engrailed* complex. Cohesin binds the silent *HMR* mating type locus [47], [48], where it helps form a chromatin boundary [45], and mediate sister cohesion [49], [50]. It remains to be determined if cohesin's functions at *HMR* are analogous to its roles at E(spl)-C or *invected-engrailed*, but we note that the H3K27Me3 mark at *invected-engrailed* extends far beyond the cohesin domain at one end, arguing that cohesin does not form a chromatin boundary.

The finding that H3K27Me3 coats the E(spl)-C and *invected-engrailed* complex in BG3 cells, and that many of the genes in these two complexes bind PolII, raises the question if they are equivalent to bivalent genes in mammals. Including the E(spl)-C and *invected-engrailed*, and the five other genes in regions of cohesin-H3K27Me3 overlap, only 13% of the 480 genes marked by H3K27Me3 in BG3 cells bind PolII, and the vast majority of marked genes are not detectably expressed above background levels. Bivalent genes are defined by the simultaneous presence of the H3K27Me3 mark made by E(z) orthologs at silenced genes, and the histone H3 lysine 4 trimethylation (H3K4Me3) modification made by Trithorax orthologs at active genes [51]–[53]. Bivalent genes are frequent in embryonic stem cells, but also occur in lineage-restricted cells [53]. Like the E(spl)-C and *invected-engrailed* complex in BG3 cells, many bivalent genes encode transcription factors and are expressed at modest levels [52], [54]. The *invected-engrailed* complex in BG3 cells has both H3K4Me3 and H3K27Me3 modifications, but the E(spl)-C shows only a little H3K4Me3 (Y.B. Schwartz, T.G. Kahn, P. Stenberg, K. Ohno, R. Bourgon, V. Pirrotta, submitted). Thus *invected-engrailed* matches the original definition of bivalent genes.

### Does Cohesin Regulate the E(spl)-C and *invected-engrailed* In Vivo?

The enhancement of *N^spl-1^* mutant phenotypes by *Rad21* (*vtd*) mutations reported here supports the idea that cohesin restricts E(spl)-C transcription during eye and bristle development, because these are the phenotypic changes seen when E(spl)-C activity is increased by gene duplication, forced overexpression, or hypermorphic mutations, and opposite of what is caused by an increase in Notch signaling or decrease in E(spl)-C dosage [37]–[41].

Heterozygous *Nipped-B* mutations suppress the *N^spl-1^* eye phenotype, suggesting that they either reduce E(spl)-C expression or increase Notch signaling. Because heterozygous *Nipped-B* null mutations only reduce *Nipped-B* mRNA by 25% [8], this is consistent with an in vivo biphasic effect on E(spl)-C transcription similar to that seen in BG3 cells. Based on the genome-wide analysis in BG3 cells, which shows that Nipped-B and cohesin regulate the same genes to similar extents, it is unlikely that Nipped-B and Rad21 have opposing effects on eye development by regulating different genes. Also, *Nipped-B* mutations do not affect other sensitive *Notch* mutant phenotypes, arguing that the effect on *N^spl-1^* is not through increasing Notch signaling [9]. Given the essential nature of cohesin in cell division, and the complex spatial and temporal pattern of E(spl)-C expression in vivo, it will not be simple to confirm that Nipped-B and cohesin directly affect the levels of specific E(spl)-C transcripts in vivo, or rule out potential indirect effects. Indeed, given the contrast in binding of cohesin to the E(spl)-C between BG3 and Sg4 cells, in vivo effects of cohesin likely occur in only a select population of E(spl)-C expressing cells.

For similar reasons, it will also not be straightforward to confirm that PcG proteins regulate the E(spl)-C in vivo. Effects of PcG on E(spl)-C function have not been reported, and genome-wide mapping in other cell lines, whole organisms, or imaginal discs has not revealed that the E(spl)-C gene is a PcG target [30], [31], [55]–[57]. Nonetheless, the H3K27Me3 pattern and the effects of Pc knockdown on E(spl)-C expression in BG3 cells argue strongly that E(spl)-C is a PcG target, although this may occur only in a small fraction of cells in vivo.

It is unknown if *invected* and *engrailed* are regulated by cohesin in vivo. Our results suggest that this may occur in cells in which *engrailed* is active, but partially repressed by PcG proteins, such as the posterior compartment of the wing imaginal disc [58]. No dominant effects of *Nipped-B* or cohesin mutations on compartment formation have been observed in otherwise wild-type flies, but the feedback loop at the wing anterior-posterior boundary that controls *engrailed, hedgehog, patched, wingless* and *decapentaplegic* expression [59] may prevent or counteract increases in *engrailed* expression. The feedback mechanisms may be unbalanced in *hedgehog^Moonrat^* mutants, in which ectopic *hedgehog* expression in the anterior compartment causes overgrowth [60], [61]. *Rad21* (*vtd*) and *Nipped-B* mutations dominantly suppress this overgrowth [12], [62], and one possibility is that increased *engrailed* expression helps restore the autoregulatory loop.

### Do Genes Hypersensitive to Cohesin Contribute to Cornelia de Lange Syndrome (CdLS)?

Heterozygous loss-of-function mutations in the *Nipped-B-Like* (*NIPBL*) ortholog of *Nipped-B* cause CdLS, characterized by slow growth, mental retardation, autistic features, craniofacial abnormalities, and structural defects in limbs, gut, heart and kidney [63], [64]. Mutations that change amino acid residues in the Smc1 or Smc3 cohesin subunits cause milder CdLS [65], [66]. Cells from CdLS individuals do not have significant defects in chromatid cohesion [67]–[69], and *NIPBL* mRNA is only reduced by 15 to 30% in cells from CdLS individuals [70], [71], indicating that the developmental deficits arise from changes in gene expression.

Relative to healthy controls, over a thousand genes are differentially expressed in CdLS lymphocyte cell lines with *NIPBL* mutations or mutant Smc1 [71]. As with cohesin knockdown in Drosophila BG3 cells, some genes increase in expression and some decrease. Most changes in lymphocytes, however, are less than 2-fold, and the largest effect is less than 4-fold. It is unknown if lymphocytes contain significant overlaps of cohesin and H3K27Me3, and therefore whether or not they might have hypersensitive genes similar to those in BG3 cells. Given the small reductions in cohesion factor activity that cause CdLS, the findings in BG3 cells suggest that genes that are hypersensitive to cohesin in only a subset of cells are the most likely to be strongly affected, and significantly alter development.

## Materials and Methods

### Cell Culture and RNAi

BG3 cells were cultured in Schneider's media with 10% FCS and 10 µg per ml insulin. Sg4 cells were grown in Schneider's containing 10% FCS. For RNAi, cells were plated at 5×10^6^ cells per 3 cm well for BG3 cells, and 3×10^6^ for Sg4 cells. Media was replaced with 1 ml of Express Five SFM (Invitrogen) with 1% FCS, (and 10 µg per ml insulin for BG3 cells). For cohesion factors and Polycomb, from 0.7 to 40 µg of dsRNA was added per well, and 80 µg was used for CP190 knockdown. Media was adjusted to 3 ml and 10% FCS with Schneider's media after 2 hrs. Cells were replated as needed. Templates for dsRNA synthesis were made by PCR from cDNA or genomic DNA templates using primers with T7 promoters (Table S7). In most experiments, equal amounts of two dsRNAs against each target were used. Both individual dsRNAs knocked down the targets, but knockdown was generally more efficient with a mixture. All dsRNA sequences were scanned against the genome to avoid off-target effects. To determine transcript half-lives, actinomycin D was added to cultures at 5 µg per ml, RNA was extracted every 30 min up to 2 hours, and half-lives were calculated assuming exponential decay.

### RNA Quantification

Total RNA was isolated using Trizol (Invitrogen), treated with DNase I (Epicentre), chloroform extracted, ethanol precipitated and dissolved in water. cDNA was synthesized using random hexamer primers and SuperScript VILO reverse transcriptase (Invitrogen). Transcripts were quantified using Sybr green real-time PCR (Clontech) and gene-specific primers (Table S8) calibrated with genomic DNA. RNA levels were calculated adjusting for amplification efficiency [72] and normalizing to internal *RpL32* transcripts and external genomic DNA standards. Standard errors of the mean were calculated using all PCR replicates from all biological replicates.

### Protein Extracts and Western Blots

Cells were washed in phosphate-buffered saline (PBS), lysed in RIPA buffer (5 µl per 10^6^ cells), insoluble material removed by centrifugation, and extracts were stored at −80°. Nipped-B, Smc1, SA, Rad21, Polycomb, and CP190 proteins were quantified by SDS-PAGE western blots using chemiluminescence imaging with Actin as a standard and previously described antisera [6], [7], [15], [20], [73].

### Metaphase Spreads

Cells (3×10^6^) were incubated in media with 3 mg per ml colchicines for 4 hr, washed in PBS, suspended in hypotonic (1% sodium citrate) for 4 min, collected by centrifugation, suspended in 0.1 ml hypotonic and fixed with 1 ml ice-cold methanol:acetic acid (3∶1). Fixed cells were suspended in 60 µl of methanol:acetic acid, dropped onto a microscope slide from a distance of 50 to 60 cm, and covered with a coverglass. Slides were frozen on dry ice for 20 min, and rinsed with PBST (PBS with 1% Triton X-100) 3 times after removing the coverslip. Chromosomes were stained with 0.5 µg DAPI per ml in PBS for 10 min, rinsed with PBST, mounted in BioRad FluoroGard, and observed by fluorescence microscopy.

### Effects of *Nipped-B* and *Rad21* (*vtd*) Mutations on *N^spl-1^* Mutant Phenotypes

*w^a^ N^spl-1^* females were crossed to wild-type males or males with *Nipped-B* and *vtd* mutations over balancers with dominant markers at 25°. The anterior-posterior diameter of the eyes of male progeny were measured with a reticule in a dissection microscope, and scutellar macrochaete were counted.

### Genome-Wide Transcript Analysis

Five µg of total RNA purified by Qiagen RNeasy minicolumns was used to make cRNA probes using Affymetrix GeneChip HT One-Cycle Target Labeling and Controls Kit according to the manufacturer's instructions. Probes were hybridized to Affymetrix GeneChip *Drosophila* Genome 2.0 arrays, processed and scanned using Affymetrix procedures. Quality metrics for each array were monitored by spike-in labeling controls and hybridization/staining controls using Microarray Suite 5.0 (MAS5) algorithms from GeneChip® Operating Software v1.4, (GCOS) (Affymetrix, Inc). Probe cell intensities for each array were normalized using GCRMA algorithms, which consist of background adjustment and quantile normalization, accounting for probe GC content [74]. Normalization was executed using the R statistical environment [R Foundation for Statistical Computing, Vienna, 2007; ISBN 3-900051-07-0; www.R-project.org] and the Bioconductor package (www.bioconductor.org) [75]. Transcript levels from Rad21 and Nipped-B RNAi treatments were compared to those of mock RNAi controls at 3 and >3 days (4 and 6 days) (N = 4 per RNAi comparison; N = 2 per treatment condition). A balanced 2-way ANOVA was performed on GCRMA-normalized log_2_ signal intensities to assess expression variability with regard to RNAi treatment (FDR≤0.1) [76], [77]. Differentially expressed groups were analyzed for gene ontology enrichment using Fisher's exact test in the GOEAST package [78]. The data are available in the GEO database (accession no. GSE16152).

### Correlation of Chromatin Immunoprecipitation and Gene Expression Data

The Nipped-B, Smc1, RNA polymerase II, H3K27Me3 and control cel files for BG3 and Sg4 cell chromatin immunoprecipitations (GEO acc. no. GSE9248; ArrayExpress acc. no. E-MEXP-535) were processed using MAT [79] to generate cohesin-Nipped-B, H3K27Me3, and PolII bed files at p≤10^−3^ that were visualized using the Affymetrix Integrated Genome Browser. Transcription units that overlap cohesin-Nipped-B, H3K27Me3, and PolII binding regions were identified using the April 2006 genome annotations [80].

## Supporting Information

Table S1 (0.05 MB DOC)

Table S2 (0.03 MB DOC)

Table S3 (0.06 MB DOC)

Table S4 (6.48 MB XLS)

Table S5 (0.05 MB DOC)

Table S6 (0.91 MB XLS)

Table S7 (0.04 MB DOC)

Table S8 (0.05 MB DOC)

Figure S1 Time courses for the twelve transcripts most increased by Rad21 knockdown in BG3 cells. Transcripts are shown in descending order from the left. The fold-changes in transcript levels with Rad21 (black) and Nipped-B (red) knockdown on days 3, 4 and 6 are shown for each transcript as the log2 RNAi/Mock ratio. Seven mRNAs from the E(spl)-C and the *invected-engrailed* complex are indicated with asterisks. The *invected* gene is represented by two probes. Three E(spl)-C genes (*HLHm3*, *HLHm7*, *HLHmγ*) show biphasic changes with Nipped-B knockdown, decreasing on day 3, but increasing by day 6.

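Besides the E(spl)-C and invected-engrailed transcripts, the 12 most increased probe sets at day 6 of Rad21 RNAi hold Jhbp1 (8.83-fold above mock at day 3, 52.5-fold at day 4 and at least 79.5-fold at day 6), Jhe (3.15-fold, at least 9.03-fold and at least 13.3-fold), CG3777 (1.22-fold, 8.91-fold and at least 12.8-fold) and orb2 (3.88-fold, 16.3-fold and 24.3-fold). With Nipped-B RNAi the day 6 values were at least 47.6-fold for Jhbp1, at least 6.49-fold for Jhe, at least 13.0-fold for CG3777 and 8.73-fold for orb2. The mock values of Jhbp1, Jhe and CG3777 at day 6 were under log2 4, at 3.88, 2.63 and 3.06, as was that of Jhe at day 4 (3.28), and folds over such values are measured from log2 4. The 3 probe sets without a gene name here, 1640274_at, 1626048_at and 1634766_at, were at least 14.2-fold, at least 14.4-fold and 25.9-fold above mock on that basis. Part of them may be transcripts of the complexes, since the paper marks more of the 12 as such than are named here.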

(0.63 MB TIF)

Figure S2 Relative expression of genes altered in expression by Rad21 RNAi in BG3 cells. The top graph plots the control Mock expression level versus the fold-change in expression with Rad21 knockdown for all 18,770 probes, and the aligned histogram distribution at the bottom shows the number of transcripts at each expression level in the Mock RNAi control cells. The genes that increase 2-fold or more in expression are in red, and the genes that decrease 2-fold or more are green. The strongly affected E(spl)-C and *invected-engrailed* complex transcripts are labeled.
(0.63 MB TIF)

Figure S3 Effects of Rad21 and Nipped-B RNAi on gene expression in BG3 cells. The heat maps show the changes in expression for the most significant biological function gene ontology (GO) categories for the genes that increase in expression (developmental process) and that decrease in expression with cohesin knockdown (translation). The bottom panel shows the heat map for all 959 genes that show significant increases in expression and all 1025 genes that show significant decreases in expression with Rad21 and Nipped-B RNAi knockdown. The significant GO categories for the affected genes are listed in Table S6, with the probe identities in each group.
(1.01 MB TIF)

Figure S4 Effects of Rad21 on genes binding both cohesin and RNA polymerase II in BG3 cells. The 804 genes binding both PolII and cohesin whose expression was measured by the microarray are broken into four categories based on their response to Rad21 knockdown after six days, with the number of genes in each category indicated on the pie chart.
(0.34 MB TIF)

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S1 — (0.05 MB DOC)

**Table S1. Regions of cohesin – H3K27Me3 overlap.**

| Regiona | Size | Genes | Cell Type | Effect of cohesin RNAib |
| --- | --- | --- | --- | --- |
| 2L 14,531,380 – 14,586,447 | 55.1 kb | - | BG3 | - |
| 2R 2,390,180 – 2,434,731 | 44.6 | *jing* | BG3 | 1.4-fold increase |
| 2R 7,361,191 – 7,416,761 | 55.6 | *invected*, *engrailed* | BG3 | 24-fold increase |
| 2R 8,849,716 – 8,930,632 | 80.9 | *Psc, Su(z)2* | BG3, Sg4 | 2-fold increase |
| 3R 6,445,227 – 6,450,047 | 4.8 | *hth* | BG3 | 4-fold increase |
| 3R 11,472,282 – 11,481,587 | 9.3 | - | BG3 | - |
| 3R 21,822,901 – 21,866,784 | 43.9 | E(spl)-C | BG3 | 235-fold increase |
| 3R 26,597,168 – 26,602,515 | 5.3 | *zfh1* | Sg4 | - |
| X 8,662,774 – 8,696,222 | 33.4 | *Lim1* | BG3 | 2-fold increase |

aRegions of overlap > 2 kb at p ≤ 10-3 with product of MAT scores > 50; positions are indicated by chromosome arm and nucleotide numbers from the April 2006 release of the *Drosophila* genome sequence.

bMaximal effect on transcript levels for any gene in region seen in BG3 expression microarray analysis with Rad21 or Nipped-B RNAi knockdown.

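On the arrays, the largest ratio to mock at any day for a tested gene of each region was 235 for E(spl)m3-HLH in the E(spl)-C (Rad21 RNAi, day 6), 38.7 for en in invected-engrailed (Nipped-B RNAi, day 6), 1.38 for jing, 1.97 for Psc (Nipped-B RNAi, day 6) and 1.94 for Lim1 (Rad21 RNAi, day 4). The ratio of E(spl)m3-HLH was at least 116 when values under log2 4 were set to 4. Taken to the mean of the 4 mock arrays, the largest in the E(spl)-C was 62.3, for E(spl)mdelta-HLH, whose mean mock value lies under log2 4. That of en was 34.3 to the mean of the 4 mock arrays. Ratios at days 4 and 6 come from 1 array per treatment.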

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S2 — (0.03 MB DOC)

**Table S2. Half-lives of E(spl)-C transcripts.**

| Gene | Rad21/Mocka | Mock t1/2 (min)b | Rad21 t1/2 (min)c |
| --- | --- | --- | --- |
| *HLHmd* | 10.2 | 24.5 | 21.4 |
| *HLHmg* | 1.9 | 16.7 | 18.2 |
| *ma* | 1.3 | 15.6 | 15.5 |
| *HLHm3* | 1.7 | 23.4 | 24.8 |
| *HLHm7* | 6.3 | 60 | 65 |

aFold-increase in transcript level in Rad21 RNAi-treated cells 3 days after treatment.

bHalf-life of transcript in mock-treated cells after Actinomycin D.

cHalf-life of transcript in Rad21 RNAi-treated cells after Actinomycin D.

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S3 — (0.06 MB DOC)

**Table S3. Effects of Rad21 and Nipped-B RNAi on precocious sister chromatid separation (PSCS) and hyperploidy.**

| Cell | RNAi | # Cells | # Hyperploida | % Hyperploid | p value Hyperploidb | # Chromosomesc | # PSCS Chromosomes | % PSCS Chromosomes | p value PSCSd |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BG3 | Mock | 71 | 3 | 4.2 | -- | 322 | 28 | 9 | -- |
| BG3 | Rad21 | 30 | 1 | 3.3 | 0.76 | 146 | 35 | 24 | 1.4x10-5 |
| BG3 | Nipped-B | 31 | 1 | 3.2 | 0.77 | 133 | 43 | 32 | 1.7x10-9 |
| Sg4 | Mock | 74 | 3 | 4.1 | -- | 610 | 142 | 23 | -- |
| Sg4 | Rad21 | 37 | 2 | 5.4 | 0.54 | 249 | 118 | 47 | 6.6x10-12 |
| Sg4 | Nipped-B | 37 | 4 | 11 | 0.17 | 310 | 94 | 30 | 1.3x10-2 |

aBG3 cells are diploid male with four large autosomes, two 4th dot chromosomes, one X and one Y chromosome. Sg4 cells are partially tetraploid, with eight large autosomes, two 4th dot chromosomes, and two X chromosomes. Cells with one or more extra large chromosomes were scored as hyperploid.

bComparison of RNAi treated to Mock by Fisher’s exact test.

cOnly X chromosomes and large autosomes with clear morphology were scored for PSCS.

dComparison of RNAi treated to Mock by Fisher’s exact test.

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S5 — (0.05 MB DOC)

**Table S5. RNA polymerase II and cohesin binding to genes that increase or decrease in expression with Rad21 or Nipped-B RNAi.**

| Expression Changea | Genes (G)b | PoIII (P)c | P/G | cohesin (C)d | | C/G | | P+Ce | (P+C)/C | (P+C)/P |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| All |  | 4282 |  |  | |  | | 816 |  | 0.19 |
| Increase | 333 | 225 | 0.68 | 189 | | 0.57 | | 157 | 0.83 | 0.70 |
| Decrease | 407 | 268 | 0.66 | 146 | | 0.36 | | 120 | 0.82 | 0.45 |
| Increase vs Decreasef |  |  | p = 0.34 |  | p = 9.7x10-9 | | |  |  |  |
| Increase vs Allg |  |  |  |  | | |  |  |  | p = 2.4 x 10-57 |
| Decrease vs Allg |  |  |  |  | | |  |  |  | p = 2.3 x 10-20 |

aAll genes, or genes that increase or decrease in expression ≥ 2-fold in two or more RNAi treatments

bNumber of genes (G) with indicated expression change

cNumber of genes with indicated expression change that bind RNA polymerase II (PolII, P)

dNumber of genes with indicated expression change that bind cohesin and Nipped-B (C)

eNumber of genes with indicated expression change that bind both PolII (P) and cohesin (C)

fComparison for PolII or cohesin binding with Fisher’s exact test

gComparison of PolII-binding genes for cohesin binding with Fisher’s exact test

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S7 — (0.04 MB DOC)

**Table S7. PCR primers for making RNAi templates.**

| Target | Forward | Reverse |
| --- | --- | --- |
| Nipped-B | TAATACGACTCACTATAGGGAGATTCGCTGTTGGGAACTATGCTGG | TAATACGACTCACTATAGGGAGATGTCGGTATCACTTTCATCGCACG |
| Nipped-B | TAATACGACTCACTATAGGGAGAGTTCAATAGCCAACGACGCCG | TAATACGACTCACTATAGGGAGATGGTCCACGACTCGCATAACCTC |
| Rad21 | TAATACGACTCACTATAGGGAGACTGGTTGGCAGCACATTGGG | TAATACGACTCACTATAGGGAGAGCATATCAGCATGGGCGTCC |
| Rad21 | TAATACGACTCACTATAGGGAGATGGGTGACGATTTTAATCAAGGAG | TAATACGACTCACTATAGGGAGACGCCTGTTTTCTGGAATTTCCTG |
| SA | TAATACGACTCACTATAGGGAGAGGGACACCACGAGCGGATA | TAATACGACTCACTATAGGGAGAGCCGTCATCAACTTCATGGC |
| SA | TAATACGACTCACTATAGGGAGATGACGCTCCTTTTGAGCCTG | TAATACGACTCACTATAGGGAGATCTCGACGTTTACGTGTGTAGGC |
| Pc | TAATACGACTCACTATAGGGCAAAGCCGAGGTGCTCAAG | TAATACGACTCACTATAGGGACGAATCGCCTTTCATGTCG |
| CP190 | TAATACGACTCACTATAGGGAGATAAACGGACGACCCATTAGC | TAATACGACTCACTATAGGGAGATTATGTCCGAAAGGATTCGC |

# Supplementary material for: Regulation of the Drosophila Enhancer of split and invected-engrailed Gene Complexes by Sister Chromatid Cohesion Proteins
**Source:** PLoS One. 2009 Jul 9;4(7):e6202. doi: 10.1371/journal.pone.0006202
**Supplement:** Table S8 — (0.05 MB DOC)

**Table S8. Primers for RT-PCR.**

| Gene | Forward | Reverse |
| --- | --- | --- |
| *invected* | TTGGTCGGCGGTTCGTAACAGC | TGGGTTGGGTGATAAACTTGTCG |
| *engrailed* | TTCCACAATCAGACGCACACC | CGTATCATCCACATCCACATCAATG |
| *Abd-B* | TCCGCAAACAAGAAGACACACTCC | GGTATCAAAGGACACGACACGACG |
| *HLHmg* | AATCAACAAGTGCCTGGACGAG | GCAAATGGGTGACGGTAAGTTC |
| *HLHmd* | GCAAATGGGTGACGGTAAGTTC | TCCTTGAGTTCGTCCAGATACAGG |
| *HLHmb* | CACAGAGTCTCCGAGTCCGAATC | CCAGAACCATTTTGTTGTAGTTTGG |
| *ma* | GGAGGACGAGGAGGATGTCTATG | GACTGGCTGAAGGTTGGTGGTC |
| *m1* | AGAACGCATTCGTCTGTAAAAACC | TGGGGCAAAAAGTTGGACAAGC |
| *m2* | CAAGTCAACGCCAGAGGAGTCTATC | CGCTGCTAATCAATGTGGGTGTG |
| *HLHm3* | AGGGAGTAGTGGCTGGTGTTGG | CTCATCGGTTTGCTGTGTCTGC |
| *m4* | ACCGTTCCCGTTCACTTCGTCC | ATAGCGATGGCGTTGGAGGTGCTG |
| *HLHm5* | TTGGACACCTTGAAGACCTTGG | CTGCTGCTTGACGACCTGTTTG |
| *m6* | CCGACAGTCAGCGATACGATAGC | CCTCCAATCCCACTTGAGTTGC |
| *HLHm7* | AGTGGATGTGGCTTTTGGAACC | GACGATACTGAGTGGAGTGTTGACG |
| *E(spl)m8* | ATGAACAAGTGCCTGGACAACC | CTTCCTGAGCCACCTTCTTTGG |
| *RpL32* | ATCGGTTACGGATCGAACAAGC | GTTCTGCATGAGCAGGACCTCC |

How the deposited data were processed for this re-analysis (not part of the article)

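RNA of Drosophila BG3 cells was measured on 12 Affymetrix Drosophila Genome 2.0 arrays, 4 after mock RNAi, 4 after Rad21 RNAi and 4 after Nipped-B RNAi. In each treatment, replicates 1 and 2 were harvested at day 3, replicate 3 at day 4 and replicate 4 at day 6. The labels give 0 µg of dsRNA for mock cells, and 40 µg at day 3 and 10 µg at days 4 and 6 for the knockdowns. No array carries a control dsRNA, and no gene's probe set measures either knockdown here: that of Nipped-B is at background, and Rad21 (vtd) was not analysed here. The log2 expression values were computed by the authors with GCRMA from the probe intensities before deposition, as stated for the arrays; the versions of GCRMA and R behind them are not given in the sources used here. The arrays of the paper's Table S4 were compared with these values for the 1996 probe sets held of that table. Its day 3 value is the log2 of the mean of the linear values of both arrays, to within 5e-05. Day 3 values in the text are means of log2 values.

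Control probe sets (183 of 18952) were left out. The other 18769 were named by the gene identifier of the array annotation, matched to a RefSeq gene table of Release 6 of the genome, which gave 13543 symbols. Of these probe sets 13646 name 1 gene, 402 several and 4721 none, and a probe set without a name was not given one from its values. A probe set was tested if it reached log2 4 on at least 2 of the 12 arrays, which kept 7350, of them 6400 of 1 gene (5928 genes), 201 of several and 749 of none. On each array between 7199 and 7261 probe sets were at log2 4 or above, and the median of the tested probe sets was between 9.33 and 9.41. Arrays have no read depth, so their number limits the precision. Array detection calls were not used here.

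Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit on 6 means, for 3 treatments in 2 time classes, then eBayes with a trend in the variance). The paper used a balanced 2-way analysis of the same factors. The contrasts were each knockdown against mock, averaged over the time classes, both knockdowns together by the F test, Rad21 against Nipped-B, the change of each knockdown effect between time classes, and the change in mock cells between time classes. P values were adjusted by the Benjamini-Hochberg method over the 7350 probe sets, and an adjusted p of at most 0.1, the paper's threshold, was called. Correlations across probe sets and 2-fold counts were computed from the day ratios to the mock array of the same day over 18769 probe sets. The other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

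Genes named in the text follow a rule fixed beforehand: the genes and complexes that the paper names with a probe set of their own, the 12 probe sets most increased at day 6 of Rad21 RNAi, and the 10 most raised and 10 most lowered by each knockdown among those that passed and moved the same way in 4 of 4 pairs. The paper's own values for part of these genes had been read before. This names 74 probe sets, 57 of them tested. Members of the gene lists were picked as examples by the size of their change. The 36 lists are the E(spl)-C, invected-engrailed, cohesin-H3K27Me3 overlap genes outside both complexes, proneural, Notch pathway, factors with conserved E(spl)-C sites, embryonic regulators of engrailed, Polycomb group, trithorax group, bithorax and Antennapedia complexes, cohesin and cohesion factors, condensin, mitosis, DNA replication, ribosomal proteins, mitochondrial ribosomal proteins, aminoacyl-tRNA synthetases, translation factors, ribosome biogenesis, dsRNA response and RNA interference, antimicrobial peptides and immune induction, JAK-STAT, heat shock proteins, apoptosis, ecdysone response, hedgehog, wingless and Dpp signalling, EGF receptor signalling, dosage compensation, and markers of neurons, glia, neuroblasts, haemocytes, muscle, tracheal and epithelial cells and the germline, with axon guidance and cell adhesion. A list member was matched by its symbol or an older symbol, and the aliases were completed after the values could be seen. Each gene was represented by its probe set with the highest mean. Lists were tested with camera in limma over 5928 genes, with a preset correlation of 0.01 and with an estimated correlation. The 14 lists called with Rad21 RNAi and the 12 called with Nipped-B RNAi with the preset correlation were not called with the estimated one.

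The alternatives were no filter on low values or a limit of log2 5, a plain linear model, variances without trend, treatment as the only term, arrays centred on the median of the tested probe sets, the replicate number as a block, a threshold of 0.05, values under log2 4 set to 4, ratios to the mean of the 4 mock arrays, 3 or more of the 6 ratios, other days, and leaving out each of the 12 arrays in turn. Where a class then has 1 array, that array is assumed to vary like the others. Effects within each time class, a plain model with no filter, 2-fold counts over tested probe sets or with linear day 3 means, the mean shift of each list in other splits of the arrays, and a comparison with the probe sets that the paper's Table S6 names, as far as held here, were added after the data were seen. Values apart from the rest of their group were searched in the groups of 4 arrays of the named probe sets, and the search was limited to tested probe sets after both counts had been seen.

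The model was tested on simulated data with 200 changed probe sets of 7350 and the spread of these arrays. It called 49 of 50 at a log2 change of 1 and 49 of 50 at -1, 33 of 50 at 0.5 and 35 of 50 at -0.5, and 24 of 7150 unchanged probe sets. In a comparison with no change it called 1 of 7350. In simulated lists, camera called the list that had been shifted by 0.3 and 0 of 20 others. Of 346 genes with several tested probe sets, 3 were called in both directions with Rad21 RNAi and 4 with Nipped-B RNAi. The ChIP-chip data of the paper were not used here.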

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

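The tests of explanations, the changes with values set to log2 4 and the counts over other splits of the arrays in this part were chosen only after the results were seen; the differences between time classes and between knockdowns were planned.

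E(spl)-C transcripts were far above mock after Rad21 RNAi, most of all at day 6, with a mean log2 fold change of 2.76 over the 5 tested genes and 4 arrays. Without mock replicate 4 the mean was 2.51, so the increase over the arrays does not rest on that array. It is the only day 6 mock array, so how far it raises the day 6 ratios cannot be told. The Rad21 arrays themselves also read highest at day 6 for each of the 5 genes, on 1 array. At days 3, 4 and 6 they read 8.37, 9.55 and 10.86 for E(spl)m3-HLH. For E(spl)m7-HLH they read 8.02, 8.51 and 9.61, and for E(spl)mdelta-HLH 7.34, 7.82 and 9.02. Values near the background are argued against, since the median day 6 log2 ratio was 5.02 with values under log2 4 set to 4. Whether a decline in mock cells from day 3 to day 6 adds to the day 6 ratios cannot be told apart from an effect of the knockdown alone for the 5 genes together, since its median share of the log2 ratio is 0.146 with values under log2 4 set to 4, and the share runs from 0 for E(spl)mdelta-HLH and E(spl)malpha-BFM, at background in the mock, to 0.379 for E(spl)m7-HLH and 0.606 for E(spl)m3-HLH. What stays open is why E(spl)m3-HLH and E(spl)m7-HLH are lower on the later mock arrays, where time and replicate cannot be told apart. The amount of dsRNA given to the knockdowns, which differs between the days, stays open too. Among 35 splits of the 8 arrays, 1 shifts the mean of the list as far with Rad21 RNAi, the real split (2.76, highest other 2.32). With Nipped-B RNAi 14 of 35 do (real 0.95, highest other 2.02), so chance cannot be excluded there. The mean log2 ratio of the list with Nipped-B RNAi was -0.82 at day 3, 1.01 at day 4 and 4.46 at day 6. A mean over the days partly cancels these, so this count cannot test a change that differs by day. The splits were made without regard to day and replicate number, so they do not exclude chance for Rad21 RNAi either.

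Both knockdowns had like effects across the genome. Mock arrays shared by both ratios do not account for this, since the covariance was still 0.0726 with no mock array shared and at day 6 exceeded that of simulated, independent arrays by 0.143, but conditions shared by arrays with the same replicate number are not in the simulation and stay open. A response to dsRNA of any sequence stays open at all days, since the mock cells received no dsRNA. At day 3 both dsRNAs were given at 40 µg. The spread of the Nipped-B log2 ratios was then 0.762 of that of the Rad21 ratios in the replicate nearer to 1 and 0.676 in the other. This argues against a response of equal size to equal amounts as the whole cause at day 3. Whether both dsRNAs act with equal strength at equal amounts was not tested. At days 4 and 6 the spread was 0.877 and 0.984, on 1 array each. Such a response cannot be told apart there from the biological explanation that both proteins act through cohesin. In the 8 arrays of each comparison, 1 of 35 splits calls as many probe sets with Rad21 RNAi (real 3550, highest other 409) and 1 of 35 with Nipped-B RNAi (real 2590, highest other 1169). Of 100 drawn groupings of all 12 arrays, 1 calls as many for either knockdown (real 3214, highest other 2185). For all 3 counts this is the real grouping. The splits and draws were made without regard to day and replicate number, so they do not exclude chance.

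All 25 tested genes of ribosome biogenesis fell with both knockdowns, a group that the paper's text does not take up although its Table S6 has a category of that name for decreasing transcripts, by mean log2 changes of -0.87 with Rad21 and -0.80 with Nipped-B RNAi (camera adjusted p = 7.92e-13 and 3.85e-15, but adjusted p = 0.282 and 0.251 with an estimated correlation). A remaining offset between the medians of the arrays does not account for the decrease. Centring moves the log2 fold changes by only 0.00 (Rad21) and 0.007 (Nipped-B) and leaves the Rad21 mean at -0.87. Centring cannot test a scaling effect of the normalisation before deposition, after which the medians were already alike. A response to dsRNA of any sequence cannot be told apart from the knockdowns: the mock cells received none, and the genes of dsRNA response and RNA interference had a mean of 0.40. Of 35 splits, only the real 1 shifts the mean of the list as far with Rad21 RNAi (0.87 in size, highest other 0.73) and with Nipped-B RNAi (0.80, highest other 0.74). The splits were made without regard to day and replicate number, so they do not exclude chance. A loss of growth after cohesin knockdown is a biological explanation that was not tested.

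The highest other split was in each case the division of the 8 arrays by time class for Rad21 and Nipped-B against mock. For Rad21 against Nipped-B RNAi, 2 of 35 splits call as many probe sets as the real one, which calls 6, and the split by time class calls 2101, so the samples are structured by time class. No other split called more than 2, the blocked model calls 37 on these 8 arrays, and chance cannot be excluded for the unblocked count. The replicate numbers can be used to pair the arrays, although arrays of a number also share their day. Among the 8 splits that part every pair, none other than the real split calls a probe set for either knockdown in limma (0, with the real splits at 3550 and 2590), and the highest other for Rad21 against Nipped-B RNAi is 1. The number of lists called does not set the real split apart. On these 8 arrays 15 of 35 splits call as many lists as the real 13 with Rad21 RNAi (highest other 22) and 22 of 35 as many as the real 12 with Nipped-B RNAi (highest other 19). Other splits can keep part of the difference between treatments or days. The count therefore cannot tell chance from such differences, and chance is not excluded by it. By the mean shift, over 32 lists the real split is the farthest for 13 lists with Rad21 and for 8 with Nipped-B RNAi. For EGF receptor signalling, also outside the discussion in the paper's text, the means were 0.63 and 0.57. Of 35 splits, only the real 1 shifts the list as far with Rad21 RNAi (highest other 0.531) and with Nipped-B RNAi (real 0.572, highest other 0.566). The margin with Nipped-B RNAi is narrow, and the list was singled out after the results were seen. Chance is not excluded, since the splits were made without regard to day and replicate number.

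The mean shifts of lists, too, come from arrays that share a replicate number and day. Among the 8 splits that part every pair, which are too few for a share under 0.05, the real split is the farthest for the E(spl)-C with Rad21 RNAi (2.76, highest other 2.10) and for both knockdowns in ribosome biogenesis (0.87 and 0.80, highest other 0.64 and 0.49) and EGF receptor signalling (0.63 and 0.57, highest other 0.46 and 0.45). For the E(spl)-C with Nipped-B RNAi, whose mean averages day ratios of opposite sign, 5 of the 8 shift the mean as far.

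Among other lists that the paper's text does not discuss and that passed camera are mitochondrial ribosomal proteins, with means of -0.34 and -0.28 (but adjusted p = 0.475 and 0.552 with an estimated correlation), whose category Table S6 also has, and dsRNA response and RNA interference, with means of 0.40 (adjusted p = 0.0579) and 0.40 (adjusted p = 0.0439), but adjusted p = 0.282 and 0.251 with an estimated correlation. The paper does not report on changes in mock cells with time either, which passed for 2589 probe sets (1306 without mock replicate 2 and 1589 without mock replicate 1).

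The change of the Rad21 effect from day 3 to days 4 and 6 passed for inv (1.505), Delta probe set 1634659_at (2.43), Jhbp1 (2.93), peg (-3.14) and CG6040 (2.21). The same change of the Nipped-B effect passed for inv (1.35), Jhbp1 (2.68) and peg (-3.40). Delta probe set 1634659_at is under log2 4 on 8 of 12 arrays and peg on 10, and with such values set to 4 these changes are 1.14 for Delta and -2.37 for peg with either knockdown. The increase of inv was larger with Rad21 than with Nipped-B RNAi by 0.89, a call that 8 of 20 other fits keep and the blocked model does not. These calls hang on single arrays, since limma calls 0 probe sets for the change of the Rad21 effect without Rad21 replicate 1 or 2 (637 and 632 at an unadjusted p under 0.05), 0 for that of the Nipped-B effect without mock replicate 2 (551) and 0 between the knockdowns without Rad21 replicate 2 (244) or Nipped-B replicate 1 (300).

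A single array stood far from the other 3 of its treatment in 9 of 171 groups of 4 arrays, and chance gives about 1 in 20 groups. The groups mix days, and 8 of the 9 arrays are the only array of their day. On the day 6 array of Nipped-B RNAi, E(spl)malpha-BFM was at 4.77, the probe set 1626048_at at 6.85 and Fmo-2 at 5.72. On its day 4 array, br probe set 1635691_at was at 11.5 and CG46339 at 5.79. The Rad21 day 6 array had Lim1 probe set 1633262_s_at at 12.4. In mock cells, z was at 9.51 and LpR1 at 8.01 on the day 6 array, and wrapper was at 4.29 on replicate 1 of day 3. With untested probe sets included there were 15 in 222 groups, and the 6 added are E(spl)m2-BFM (5.39 on the Rad21 and 3.54 on the Nipped-B day 6 array), E(spl)m6-BFM (3.57) and mam probe set 1624960_at (3.61) on the Nipped-B day 6 array, and l(1)sc (2.42) and ato (2.45) on the mock day 6 array. The limit to tested probe sets was set after both counts were seen.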

How the results depend on the processing

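The tests without moderated variances and without filter together ("plain model, no filter"), the changes of named genes over the 4 arrays or between time classes with values under log2 4 set to 4, their effects within 1 time class, the mean shifts of lists in other splits, and the 2-fold counts over tested probe sets only (307 up, 356 down) and with day 3 as the log2 of the mean of the linear values (317 and 382) were chosen only after the results were seen; the other alternatives were set beforehand. Of 1303 values of 79 results under the alternatives set beforehand, 1128 kept their direction and side of the threshold or stayed within the spread or 1.5 times the count, 47 lost and 47 gained a call, 61 moved further and 20 reversed. For the genes named in the text, 83 of 92 called effects kept direction and call under all 16 settings, and 6 of 22 effects not called stayed so. Where a change is not explained by fewer probe sets or arrays in the setting itself, the cause was not tested. Signal over background limits the results for genes near log2 4, and folds whose mock value lies under 4 depend on the background correction. Where an array left out leaves 1 array of a treatment at days 4 and 6, that array is assumed to vary like the other groups.

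Counts by setting, in limma. With treatment as the only term, Nipped-B RNAi calls 1987 probe sets, either knockdown 2074, and Rad21 against Nipped-B RNAi 0 (101 at an unadjusted p under 0.05). In the plain model, 4 Rad21 and 6 Nipped-B effects change with time class, and 0 probe sets differ between the knockdowns (416 at an unadjusted p under 0.05). In the plain model with no filter, Nipped-B RNAi calls 2110, either knockdown 2193, the change with time class 5 and 6, the difference between knockdowns 0 (462 at an unadjusted p under 0.05), and the mock time classes 1233. With no filter, 60 Rad21 effects change with time class and 16 probe sets differ between knockdowns. At an adjusted p of at most 0.05, 19 Rad21 and 6 Nipped-B effects change with time class, and without trend 45 Nipped-B effects do. With a replicate block, 14 probe sets differ between knockdowns, 2 of them among the 7 called without it. Required in 3 or more of the 6 ratios, 204 probe sets are 2-fold up and 227 down. By Rad21 at day 3, 3 of the 12 most increased probe sets are named as genes of the E(spl)-C or invected-engrailed.

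Correlations. Rad21 and Nipped-B log2 ratios correlate with r = 0.814 at day 4 and 0.802 over 4 arrays with the mock arrays split 2 and 2. Spearman's rho at day 6 is 0.751 over all probe sets and 0.919 over the tested ones. Over tested probe sets the lowest correlation between mock arrays is 0.962. The log2 ratio of CG34330 to the mean of the 4 mock arrays reverses to 0.11 for Nipped-B RNAi at day 6.

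Gene lists by setting, as mean log2 fold changes. With an estimated correlation camera calls 0 lists for either knockdown; with Rad21 RNAi the calls lost are aminoacyl-tRNA synthetases -0.49, condensin 0.31, dsRNA response 0.40, E(spl)-C 2.76, EGF receptor signalling 0.63, factors with conserved E(spl)-C sites 0.48, haemocyte markers 0.076, invected-engrailed 3.98, mitochondrial ribosomal proteins -0.34, Notch pathway 0.23, ribosomal proteins -0.155, ribosome biogenesis -0.87, translation factors -0.28 and trithorax group 0.32. With Nipped-B RNAi they are aminoacyl-tRNA synthetases -0.41, condensin 0.33, dsRNA response 0.40, EGF receptor signalling 0.57, factors with conserved E(spl)-C sites 0.45, invected-engrailed 3.32, mitochondrial ribosomal proteins -0.28, Notch pathway 0.21, ribosomal proteins -0.16, ribosome biogenesis -0.80, translation factors -0.25 and trithorax group 0.30. With no filter 22 lists are called with Rad21 RNAi, gaining antimicrobial peptides 0.36, axon guidance 0.14, cohesin 0.13, cohesin-H3K27Me3 overlap genes 0.48, germline markers -0.38, hedgehog, wingless and Dpp signalling 0.24, mitosis 0.18, Polycomb group 0.12 and tracheal markers 0.11, and losing haemocyte markers (0.042), while Nipped-B RNAi gains cohesin (0.15) and mitosis (0.20). With a replicate block the overlap genes are gained with Rad21 RNAi (0.48), condensin is lost with both knockdowns (0.31 and 0.33) and mitosis is gained with Nipped-B RNAi (0.20); the blocked model changed no other call of a list, and of the named effects it lost 1. With no filter 7 named effects lose their call, all with Nipped-B RNAi: CG16700, E(spl)mbeta-HLH, Jhe, Lim1, Psc, jing and orb2. With arrays centred, mitosis is gained with Nipped-B RNAi (0.19). By the mean of all probe sets of a gene, condensin is lost with Rad21 RNAi (0.31), factors with conserved E(spl)-C sites are lost with both (0.39 and 0.34), and the mean of neuron markers reverses to 0.042 with Rad21 and 0.040 with Nipped-B RNAi.

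Counts without single arrays. The Rad21 effects that change with time class range from 0 without Rad21 replicate 1 or 2 (637 and 632 at an unadjusted p under 0.05 in limma) to 988 without mock replicate 3, and the Nipped-B effects from 0 without mock replicate 2 (551 at an unadjusted p under 0.05) to 380 without mock replicate 3. Leaving out any of the 12 arrays moves the Rad21 count of 91 by over 1.5 times, as it does the Nipped-B count of 25. The probe sets that differ between knockdowns, 7 on all arrays, range from 0 without Rad21 replicate 2 or Nipped-B replicate 1 (244 and 300 at an unadjusted p under 0.05) to 120 without Nipped-B replicate 4, and leaving out Nipped-B replicate 2 or 3 alone keeps them within 1.5 times. The mock time classes range from 1306 without mock replicate 2 (1589 without mock replicate 1) to 2957 without Nipped-B replicate 3. The 2-fold counts range from 182 (mock replicate 4) to 326 (mock replicate 1) up and from 234 (mock replicate 4) to 390 (mock replicate 2) down. The lists called with Nipped-B RNAi range from 11 without mock replicate 2 to 20 without Nipped-B replicate 3.

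Lists without single arrays, Rad21 RNAi, as the range of the mean with the arrays whose omission changes the call. Gained without mock replicate 3: cohesin 0.068 to 0.22, JAK-STAT 0.18 to 0.26, mitosis 0.10 to 0.25, DNA replication -0.085 to 0.21 (reversed without mock replicate 4) and germline markers -0.75 to -0.49 (also without mock replicate 2, -0.69). Gained without mock replicate 4: axon guidance 0.065 to 0.26 and ecdysone response 0.10 to 0.37. Overlap genes, 0.41 to 0.55, are gained without Rad21 replicate 3, and hedgehog, wingless and Dpp signalling, 0.31 to 0.35, without mock replicate 3 or 4 or Rad21 replicate 2 or 3. Condensin, 0.20 to 0.42, is lost without mock replicate 1 (0.27) or 4, Rad21 replicate 1, 3 or 4, or Nipped-B replicate 3 or 4. Notch pathway, 0.18 to 0.28, is lost without mock replicate 3 (0.20) or Rad21 replicate 4, and haemocyte markers, 0.018 to 0.13, without mock replicate 3 or Rad21 replicate 4 (0.07). Reversed are heat shock proteins, -0.31 to 0.16, without mock replicate 4, neuroblast markers, -0.15 to 0.066, without Rad21 replicate 3, and neuron markers, -0.24 to 0.15, without mock replicate 4, Rad21 replicate 2 or Rad21 replicate 3 (0.04).

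Lists without single arrays, Nipped-B RNAi. Gained without Nipped-B replicate 3: overlap genes 0.21 to 0.47, E(spl)-C 0.35 to 1.56, hedgehog, wingless and Dpp signalling 0.19 to 0.34, Polycomb group 0.088 to 0.18 (0.17 without it) and axon guidance -0.039 to 0.33 (gained also without mock replicate 4, 0.24, and reversed without Nipped-B replicate 4). Gained without mock replicate 3: cohesin 0.088 to 0.24, DNA replication -0.10 to 0.20 (reversed without mock replicate 4), JAK-STAT 0.16 to 0.25 (also without mock replicate 1, 0.22, Nipped-B replicate 2, 0.23, or Nipped-B replicate 3, 0.22) and mitosis 0.13 to 0.27 (also without Rad21 replicate 1 or 2 or Nipped-B replicate 3, each 0.20). Germline markers, -0.57 to -0.27, are gained without Nipped-B replicate 4 and heat shock proteins, 0.029 to 0.49, without mock replicate 4. Haemocyte markers, -0.041 to 0.15, are gained without mock replicate 4 (0.11) or Nipped-B replicate 3 and reversed without mock replicate 3 or Nipped-B replicate 4. Condensin, 0.22 to 0.44, is lost without Nipped-B replicate 4 (0.29), and Notch pathway, 0.13 to 0.30, without mock replicate 2 (0.215) or 3 (0.185) or Nipped-B replicate 4. Reversed are antimicrobial peptides, -0.072 to 0.54, without Nipped-B replicate 3, apoptosis, -0.063 to 0.008, without Nipped-B replicate 4, neuron markers, -0.21 to 0.17, without mock replicate 4, Nipped-B replicate 2 or Nipped-B replicate 3, and tracheal markers, -0.062 to 0.13, without mock replicate 2 or 3 or Nipped-B replicate 4.

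Single genes reverse without an array as follows, none of them called in the direction it reverses to. With Nipped-B RNAi, E(spl)malpha-BFM ranges from -0.60 to 0.39 (reversed without mock replicate 1 or Nipped-B replicate 3), br probe set 1629683_at from -0.20 to 0.33 (mock replicate 2 or 3, Nipped-B replicate 1 or 4), br probe set 1636931_at from -0.44 to 0.17 (mock replicate 1 or 4, Nipped-B replicate 2 or 3) and z from -0.11 to 0.092 (mock replicate 3 or Nipped-B replicate 4). With Rad21 RNAi, br probe set 1629683_at ranges from -0.041 to 0.35 (mock replicate 2 or 3) and z from -0.073 to 0.13 (reversed without mock replicate 4, called without mock replicate 3).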

Differences from the paper's values

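The test without moderated variances and without filter together and the comparison with Table S6, both given below, were chosen only after the result was seen, and the other alternatives were set before the data were examined.

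The paper gives 959 transcripts increasing and 1025 decreasing with either knockdown, the paper's 10% of those on the array, at the paper's threshold of an adjusted p of at most 0.1. Here 1779 increased and 1580 decreased, 17.9% of 18769 probe sets. The increase falls within 1.5 times the paper's with no filter (1311), with treatment as the only term (1000) and without mock replicate 1 (1252), mock replicate 2 (1394), Rad21 replicate 1 (1436) or Rad21 replicate 2 (1410), and in no other alternative. The decrease does so with no filter (1312), in the plain model (1474), without trend (1530), with treatment as the only term (1074) and without mock replicates 1 to 3 (1284, 1311 and 1443), Rad21 replicates 1 to 4 (1353, 1333, 1439 and 1381) or Nipped-B replicates 1 and 2 (1510 and 1429), but not with a limit of log2 5, arrays centred, a replicate block, or without mock replicate 4 or Nipped-B replicate 3 or 4. The percentage does so with no filter (13.98%), with treatment as the only term (11.05%) and without mock replicate 1 (13.51%), mock replicate 2 (14.41%), Rad21 replicate 1 (14.86%) or Rad21 replicate 2 (14.61%), and in no other alternative. The plain model with no filter, chosen after seeing the values, gave 1072 increasing and 1121 decreasing (11.7%), and 2111 of its calls are among the 3359 called here. The part of the paper's Table S6 held here names 1128 of the paper's called probe sets, 524 increasing and 604 decreasing. Of these, 1113 were called in the paper's direction here and 15 were not, and the plain model with no filter drops 42, no filter alone drops 57 and treatment as the only term drops 225.

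For the region of invected and engrailed, the paper's supplement gives a largest increase of 24-fold for any gene, and here it was 38.7-fold, for en at day 6 of Nipped-B RNAi. With values under log2 4 set to 4 it stayed at 38.7-fold, and relative to the mean of the 4 mock arrays it was 34.3-fold, within 1.5 times the paper's value. The fold of inv at day 6 of Rad21 RNAi was 23.7.

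The paper's text lists the proneural gene da among those not expressed, but here da had a mean log2 value of 11.3 in mock cells, while ac, sc, l(1)sc and ato were at background as in the paper. The paper states that most Polycomb and trithorax group genes are unaffected, and here 17 of 31 tested were called up with Rad21 RNAi and 18 of 31 with Nipped-B RNAi, with median folds of 1.13 and 1.16 and an increase of at least 2-fold over the 4 arrays in 1 gene with Rad21 RNAi (tna). The calling here passed 51.5% and 44.3% of all tested probe sets, in either direction, a larger share than the paper's. The 2 statements are therefore not like for like. The paper describes increases of condensin subunit transcripts as all under 2-fold, and here Cap-D2 was 2.06-fold higher than mock on the day 6 array of Nipped-B RNAi, while its change over 4 arrays was 0.46 on the log2 scale.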

Other observations

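The test of neighbouring genes was written beforehand, with the number of neighbours; the tests of the number of lists called in other splits were chosen only after the result was seen.

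Of the lists not taken up above, those of signalling and stress did not pass camera except dsRNA response. In dsRNA response and RNA interference, 4 of 9 genes were tested and 3 rose with each knockdown (3 and 3 when adjusted over the list alone), with means of 0.40 ± 0.20 and 0.40 ± 0.14 (SD over 4 genes), but adjusted p = 0.282 and 0.251 with an estimated correlation; vir-1 rose by 0.63 and 0.58, loqs by 0.49 and 0.41, and Dcr-2 by 0.29 and 0.35. In JAK-STAT, 3 of 5 tested genes rose with each knockdown (3 and 3 when adjusted over the list alone), Stat92E by 0.39 and 0.27, Ptp61F by 0.31 and 0.27 and Socs44A by 0.26 and 0.25, and the list did not pass (0.22 ± 0.16, adjusted p = 0.13, and 0.20 ± 0.095, adjusted p = 0.125). Of 5 tested antimicrobial peptide and immune induction genes, 2 rose with Rad21 RNAi, AttD by 1.74 and cact by 0.11 (2 when adjusted over the list alone), and in limma 0 with Nipped-B RNAi (0 when adjusted over the list alone), and the list did not pass (mean 0.70 ± 0.66, adjusted p = 0.183, and 0.24 ± 0.50, adjusted p = 0.579). Of 6 tested heat shock proteins, Hsp68 rose by 0.40 and 0.77 and Hsp27 by 0.36 and 0.41, and Hsf fell by 0.17 with Rad21 RNAi, so that 2 rose and 1 fell with Rad21 RNAi (2 and 1 when adjusted over the list alone) and 2 rose with Nipped-B RNAi (2 when adjusted over the list alone); the list did not pass (-0.075 and 0.26, adjusted p = 0.982 and 0.372).

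Of 8 tested apoptosis genes, 3 rose and 3 fell with Rad21 RNAi (3 and 3 when adjusted over the list alone) and 3 rose and 1 fell with Nipped-B RNAi (3 and 1 when adjusted over the list alone), with Traf4 up by 0.72 and 0.50, Dcp-1 up by 0.62 and 0.56 and egr down, at -1.10 and -1.02. The mean was -0.039 and -0.027, camera ranks the list upward, and it did not pass (adjusted p = 0.982 and 0.857). Of 6 tested dosage compensation genes, 3 rose with each knockdown (4 and 3 when adjusted over the list alone), JIL-1 by 0.68 and 0.68, msl-2 by 0.41 and 0.46 and msl-1 by 0.35 and 0.34, and the list did not pass (0.25 and 0.25, adjusted p = 0.307 and 0.324).

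Markers of other cell types were expressed to different degrees in these cells. Above background were 3 of 14 neuron, 6 of 12 glia, 4 of 17 neuroblast, 8 of 13 haemocyte, 1 of 9 muscle, 10 of 12 tracheal and epithelial and 6 of 10 germline markers. Of 3 tested neuron markers, cpx fell, at -0.75 and -0.49 (1 of 3 with each knockdown, and 1 when adjusted over the list alone), and the means of -0.045 and -0.021 differ in sign from the medians of 0.057 and 0.044 (adjusted p = 0.921 and 0.836). Of 6 tested glia markers, wrapper fell, at -2.16 and -2.22, and nrv2 rose by 0.50 and 0.48 (1 up and 1 down with each knockdown, and the same counts when adjusted over the list alone), with list means of -0.19 and -0.29 (adjusted p = 0.811 and 0.599). The wrapper probe set is under log2 4 on 8 of 12 arrays, and with such values set to 4 it changed by -0.90 with either knockdown. The list means hold its values as they are. Of 4 tested neuroblast markers, pdm2 fell with Rad21 RNAi, at -0.76 (1 down, and 1 when adjusted over the list alone), and limma called 0 with Nipped-B RNAi (0 when adjusted over the list alone), with means of -0.045, against a median of 0.14, and 0.097 (adjusted p = 0.982 and 0.836). Of 8 tested haemocyte markers, 6 rose and 1 fell with Rad21 RNAi (7 and 1 when adjusted over the list alone) and 5 rose and 1 fell with Nipped-B RNAi (6 and 1 when adjusted over the list alone), with srp up by 0.48 and 0.43, ush up by 0.47 and 0.48 and eater down, at -2.25 and -1.74. The list passed with Rad21 RNAi (mean 0.076 ± 0.95, median 0.37, adjusted p = 0.0735, but adjusted p = 0.475 with an estimated correlation) and not with Nipped-B RNAi (0.054 ± 0.73, adjusted p = 0.134), and the Rad21 call was lost without mock replicate 3 (0.018) or Rad21 replicate 4 (0.07).

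The tested muscle marker, sls, rose by 1.47 and 0.64 (1 and 1 when adjusted over the list alone). Of 10 tested tracheal and epithelial markers, 4 rose and 2 fell with each knockdown (4 and 2 when adjusted over the list alone), with Nrx-IV up by 0.66 and 0.56, cora up by 0.49 and 0.36 and bnl down, at -0.95 and -0.93, and the list did not pass (0.14 and 0.033, adjusted p = 0.196 and 0.4). Of 5 tested germline markers, aub, at -2.37 and -1.97, and spn-E, at -0.54 and -0.48, fell with each knockdown (2 and 2 when adjusted over the list alone), and the list did not pass (-0.62 and -0.42, adjusted p = 0.149 and 0.223).

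Neighbours of the E(spl)-C and of invected-engrailed were followed to see whether the increase extends beyond both complexes. Of the 20 nearest genes, 10 were tested, and 7 rose and 2 fell with Rad21 RNAi, with a median log2 change of 0.338, and 7 rose and 2 fell with Nipped-B RNAi. Of all 7350 tested probe sets, 2009 rose and 1773 fell with Rad21 RNAi, and 1792 rose and 1462 fell with Nipped-B RNAi. The rule set beforehand was on the median, which is under its limit of 0.5. The 10 values lie on both sides of that limit, with Prip far above it. E(Pc) and tou, which directly flank invected-engrailed, were not tested. Whether the increase extends to neighbours therefore cannot be told. Next to invected-engrailed, Prip rose by 3.39 and 3.04 (adjusted p = 0.002 and 0.00488), CG9003 by 0.69 and 0.44 and atos by 0.42 and 0.19, whereas CG34228 fell, at -0.79 and -0.63, and Egm fell with Rad21 RNAi, at -0.21. Next to the E(spl)-C, gro rose by 0.64 and 0.63, Nf1 by 0.62 and 0.64, Exo84 by 0.26 and 0.21 and Vps2 by 0.20 and 0.17, and Sld5 fell with Nipped-B RNAi, at -0.26.

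In mock cells, 1061 probe sets were higher and 1528 lower at days 4 and 6 than at day 3, and 1351 and 1314 with arrays centred. From day 3 to day 6 the mock log2 value of CG3777 went from 8.65 to 3.06 and that of Jhe from 6.62 to 2.63, a share of 1.26 and 0.701 of their log2 ratios at day 6 of Rad21 RNAi with values under log2 4 set to 4.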
